# Time varying causal network reconstruction of a mouse cell cycle

**DOI:** 10.1186/s12859-019-2895-1

**Published:** 2019-05-29

**Authors:** Maryam Masnadi-Shirazi, Mano R. Maurya, Gerald Pao, Eugene Ke, Inder M. Verma, Shankar Subramaniam

**Keywords:** Dynamics, Cell cycle, Time series, Change point detection, Time varying network reconstruction, Causal inference, Temporal variation

## Abstract

**Background:**

Biochemical networks are often described through static or time-averaged measurements of the component macromolecules. Temporal variation in these components plays an important role in both describing the dynamical nature of the network as well as providing insights into causal mechanisms. Few methods exist, specifically for systems with many variables, for analyzing time series data to identify distinct temporal regimes and the corresponding time-varying causal networks and mechanisms.

**Results:**

In this study, we use well-constructed temporal transcriptional measurements in a mammalian cell during a cell cycle, to identify dynamical networks and mechanisms describing the cell cycle. The methods we have used and developed in part deal with Granger causality, Vector Autoregression, Estimation Stability with Cross Validation and a nonparametric change point detection algorithm that enable estimating temporally evolving directed networks that provide a comprehensive picture of the crosstalk among different molecular components. We applied our approach to RNA-seq time-course data spanning nearly two cell cycles from Mouse Embryonic Fibroblast (MEF) primary cells. The change-point detection algorithm is able to extract precise information on the duration and timing of cell cycle phases. Using Least Absolute Shrinkage and Selection Operator (LASSO) and Estimation Stability with Cross Validation (ES-CV), we were able to, without any prior biological knowledge, extract information on the phase-specific causal interaction of cell cycle genes, as well as temporal interdependencies of biological mechanisms through a complete cell cycle.

**Conclusions:**

The temporal dependence of cellular components we provide in our model goes beyond what is known in the literature. Furthermore, our inference of dynamic interplay of multiple intracellular mechanisms and their temporal dependence on one another can be used to predict time-varying cellular responses, and provide insight on the design of precise experiments for modulating the regulation of the cell cycle.

**Electronic supplementary material:**

The online version of this article (10.1186/s12859-019-2895-1) contains supplementary material, which is available to authorized users.

## Background

The progression of a eukaryotic cell cycle is governed by a complex, dynamical network of molecular interactions that regulate a series of directional and irreversible events such as cell growth, DNA replication, mitosis, and cell division. The biochemical pathways controlling the order and timing of cell cycle phases play an essential role in maintaining genomic stability of the cell. Significant progress has been made in identifying molecular players and pathways involved in cell cycle mechanisms through extensive investigations on model systems such as yeast. Protein assays, transcriptional studies, fluorescent imaging, and protein interaction mapping have all contributed to our current understanding of the cell cycle. From these studies and other phenotypic assays, molecular players engaged in distinct phases of the cell cycle, namely, G1, S, G2, and M phases, have been identified, resulting in a static pathway map of the cell cycle [1]. These maps lack dynamical information, owing to the absence of systematic time series measurements. *In-silico* experiments have helped researchers develop mathematical models that characterize the dynamics of cell cycle in yeast and other eukaryotic cells [2–4]. In addition, fine-grained time series measurements of a mammalian cell cycle can enrich the understanding of dynamical networks through which the temporal relationships between molecular players can be inferred, and further provide insights into mechanistic causality. In this work, we present a systematic fine-grained RNA sequencing study of the transcriptional profiles during a mammalian cell cycle.

Inferring causality from time-series data poses considerable challenges; conventional methods of network reconstruction offer a static characterization of the network topologies. For example, correlation-based methods [5, 6], matrix-based methods such as least-squares, principal component regression (PCR) [7], and partial least squares (PLS) [8], L1-penalty based approaches such as least absolute shrinkage and selection operator (LASSO) and fused LASSO [9, 10], Gaussian graphical models [11], and information-theory based approaches [12, 13] are among the methods primarily used for static network reconstruction. Boolean network (BN) is used to model dynamic gene regulatory networks through parameter estimation [14–16], however it requires discretization of gene expression levels to binary values to permit parameter estimation. Dynamic Bayesian learning approach provides a temporally evolving picture of the network [17, 18], but is computationally expensive and tends to perform poorly on high dimensional data. Even though time series data can be used to easily construct correlation networks, developing quantitative models from these data is complicated due to the inherent nonlinearity of biological systems. However, it is possible to capture this nonlinearity using successive linear models over distinct time windows or temporal regimes. The assumption is that within a given regime, the topology of the network does not change. While there has been several attempts at identifying different regimes in long time-series, mainly in the signal processing community [19–21], they have not been used to further develop evolving dynamical models and networks for biological systems.

We have developed a framework to investigate the temporal changes in the cell cycle network using RNA-seq time series data from Mouse Embryonic Fibroblast (MEF) primary cells. We use a non-parametric change point detection (CPD) algorithm [22] based on Singular Spectrum Analysis (SSA) [23] to infer the mechanistic changes in the time-course data for a set of 63 cell cycle genes to estimate cell cycle phases. We also use the notion of Granger causality implemented through a vector autoregressive (VAR) model [24] to predict the future expression levels of each gene as a function of the past expression levels of other genes yielding directionality of gene regulation among the 63 cell cycle genes. Furthermore, we utilize the concept of Minimum Description Length (MDL) to use past expression levels of genes, up to 9 time lags (equivalent to 4.5 h), to determine the minimum data information from past events required for a robust prediction of values at the current time.

This computational scheme enabled us to (i) estimate the timing of cell cycle phases, (ii) infer the duration of the G1, S and G2/M phases of the MEF cell cycle to be 14.5, 10 and 4 h, respectively, (iii) reconstruct three successive directed graphs representing the key regulatory mechanisms among the 63 cell cycle genes in the G1, S and G2/M phases of the cell cycle, (iv) infer the temporal impact that biological processes have on one another, as well as the dynamic changes in temporal dependencies as the cell evolves through successive phases, and (v) reflect the chronological order of regulatory events that are crucial to cell cycle control. The main power of our work is its ability to capture important causal interactions over time, providing a broad picture of the dynamics of a cell cycle regulatory network. We validate the reliability of our time-varying network for cell cycle progression by comparing the interactions detected in our results to the well-known regulatory pathways in the literature.

## Results

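Primary mouse embryonic fibroblasts of the CF-1 strain, taken at embryonic day 13, were kept in 0.5% fetal calf serum for 36 h and then given 20% serum, and RNA was sequenced at successive times in 2 time courses. Series 1 ran from 1 h before serum to 38 h after it and series 2 from 1 h before serum to 27 h. The deposited table has 96 columns, of which 95 were matched to a library, 63 of series 1 and 32 of series 2. The remaining column has a name that matches no library and was not used, so the 12.5 h value of series 1 was interpolated. Each time was sampled once in a series. The replicates are therefore the 2 series at the 29 hours they share, and the 4 libraries of starved cells. These 4 libraries are 2 times of each series and not 4 separate cultures. The authors aligned the reads with STAR, counted those on exons with HOMER and scaled each library to the same total, and the values are this normalized signal. Recovered from the smallest step of each column, the depth was 5067426 to 14500300 reads per library, with a median of 10967608 in series 1 and 10779488 in series 2. The table lists 15895 genes, 12604 with the values of 1 transcript and 3291 with averages over transcripts, and the highest value of every gene is at least 3.969. Fold changes were taken against the mean of the libraries 1 h before serum and at 0 h of the same series. Coordinates are those of NCBIM37. The 63 cell cycle genes had a median value of 512, from 7.38 for Cdkn2d to 4639.7 for Cdk4, and 2 of them, Cdkn2d and Sfn, lay under 10.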

Gene expression in MEFs is measured at 96 different time points at intervals of 0.5 h or 1 h (later interpolated to every 0.5 h), covering more than one full cycle and the G1, S and part of G2/M phases of another cycle. 

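Relative to the starved libraries of its series, the value of 13506 of 15895 genes was above 2 or below 0.5 at 1 or more times in either series. Rises were found in 6610 genes, falls in 10773 and both in 3877. Among the 63 cell cycle genes 59 passed, and Hdac2, Smad4, Smc1a and Smc3 did not. Among the alternatives, the count moved most with a minimum mean value of 200, chosen after seeing the data, where 5081 of 7148 genes passed. It was 8378 when a gene had to pass at the same hour and in the same direction in both series, which 28 of the 63 genes did. Tables drawn with a constant level for every gene and Poisson counts at the depths of the libraries gave 4371 genes on average over 20 draws. A limma F test on log2(value + 1) compared the 4 starved libraries with the shared hours, using the 2 series as replicates. The fit treated all libraries as independent, though each series is a single culture. At a shared hour the series differed by a median of 0.3 on the log2 scale. The 2 starved libraries of series 1 differed by 0.187 and those of series 2 by 0.136. The p-values of this test therefore do not measure the spread between cultures. With a Benjamini-Hochberg adjusted p under 0.05 and a log2 change above 1 in size at some hour, 7365 genes differed, 2222 of them with a rise and 5143 with a fall at their hour of largest change. Without series 2 each hour after serum has a single library, and no test was run on series 1 alone. Of the 63 genes 36 were called, 16 rises and 20 falls, and 38 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. With the series as a covariate 43 of them were called, with Bub1, Bub1b, Ccnb2, Cdc25b, Cdk1, Mdm2 and Sfn added, and with TMM rescaling 32. The largest mean log2 rise was that of Serpinb2, 9.44 at 8 h (standard error 0.402, adjusted p = 4.99e-19 from limma), with 10.13 in series 1 and 8.75 in series 2, and the next that of Aqp3, 8.15 at 3 h (standard error 1.02, adjusted p = 5.29e-11 from limma), with 9.51 in series 1 and 6.78 in series 2. Further rises were U90926 7.79 at 14 h, Mmp10 7.56 at 8 h and Areg 7.56 at 4 h. The largest mean fall was that of Agtr2, -8.75 at 22 h (standard error 1.12, adjusted p = 8.53e-10 from limma), with -10.39 in series 1 and -7.11 in series 2. Further falls were Lgr5 -8.24 at 14 h, Chodl -7.77 at 15 h, Adamts15 -7.54 at 19 h and Olfml1 -7.09 at 26 h. Lgr5, Adamts15 and Olfml1 had a value of 0 at these hours in series 1. The size of their falls, and so the order of the falls, depends on the 1 added to each value.

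**Figure D1:**
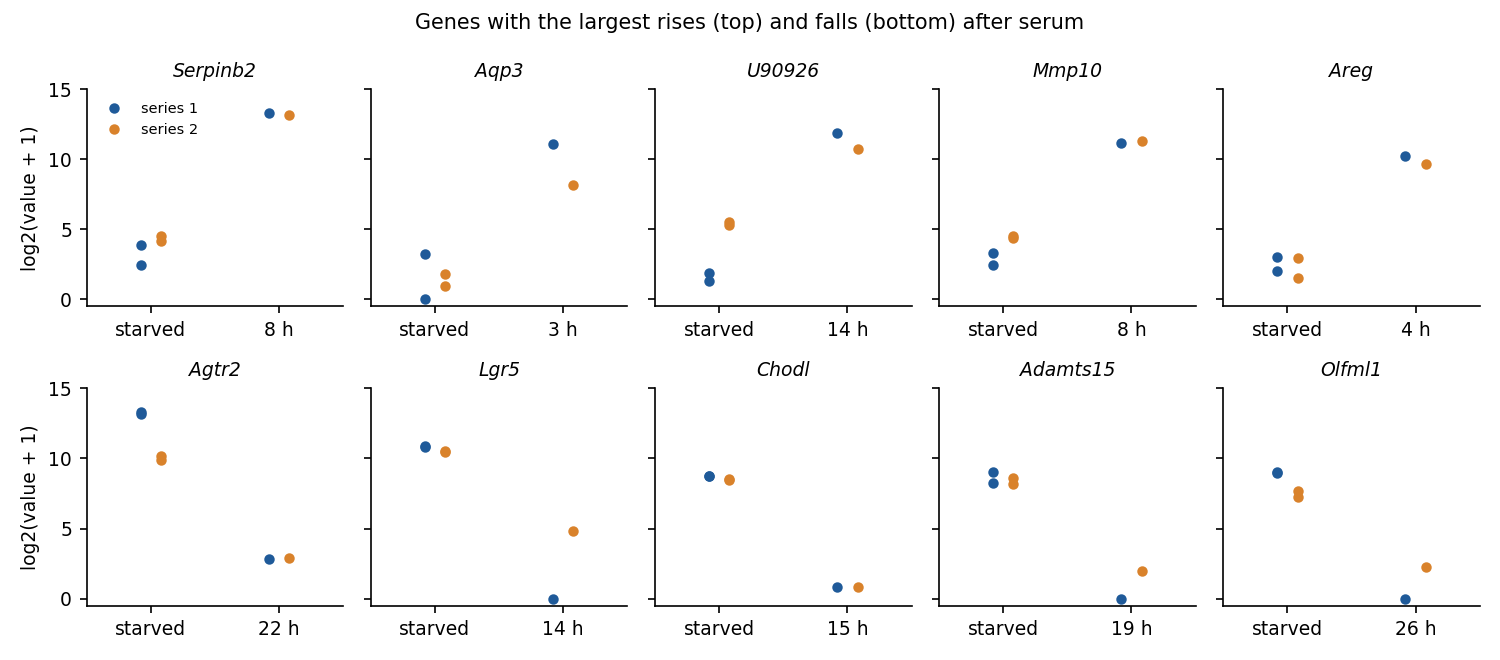
Values of the 5 genes with the largest rise and the 5 with the largest fall, as log2(value + 1), in the 4 starved libraries and at the hour of the largest change, with series 1 in blue and series 2 in orange. In each gene both series moved the same way.

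**Figure D2:**
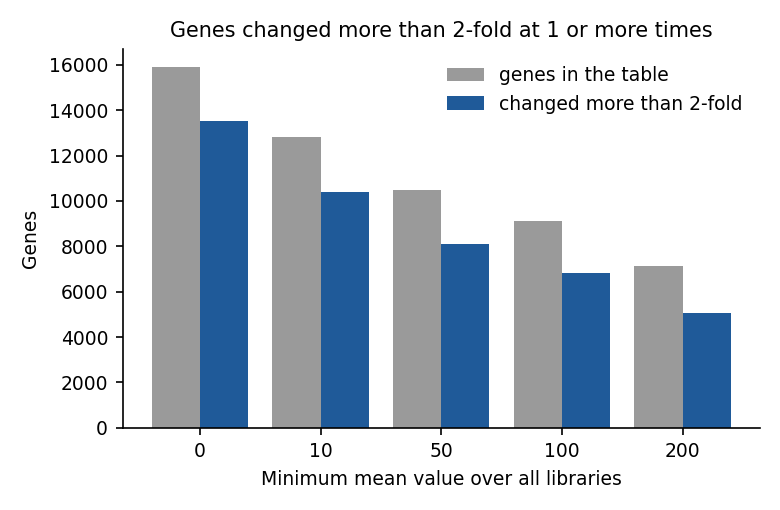
Number of genes in the table (grey) and number changed more than 2-fold at 1 or more times (blue), by the minimum mean value over all libraries. The blue bars fall from 13506 with no minimum to 5081 with a minimum of 200.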

Of the 4248 differentially expressed genes, i.e., genes whose expression values change more than 2-fold as compared to that at t = 0 at one or more time points, 63 are cell-cycle genes included in the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways database [1]. We first detected the different stages of the cell cycle using the CPD algorithm. Then we developed a VAR model for each stage through the estimation of optimal time-lags. Finally, we carried out an in-depth analysis of the temporally evolving networks as the cell cycle progresses.

### Detecting temporal changes and stages in the cell cycle time series data

In order to identify different phases of the cell cycle from the time-series data, we use a model-free CPD algorithm (discussed in the Methods section) [22]. The CPD algorithm captures the ongoing mechanistic changes as the cell cycle progresses and partitions the time series data into intervals with dominant trends, associated with cell cycle phases. It can be noted that no a priori assumptions on the duration of the cell cycle phases were incorporated in our analysis. In this study, we apply the CPD algorithm to 63 cell cycle genes presented in the KEGG pathway for mouse cell cycle [1] (Additional file 1 presents the list of genes). For every gene, the time-course data for approximately two consecutive cell cycles are available. We use cross-correlation between the two time-series data to obtain the offset between the two cycles by finding the time point at which the maximum association between the two time-series occurs (see Fig. 1 and supplementary methods in Additional file 2).

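The cross-correlation was computed on fold changes over 53 samples of 0.5 h from 1 h to 27 h. Over the 63 genes the median offset was 1 sample, positive in 42 genes, 0 in 16 and negative in 5. With Pearson's r over the overlapping samples alone the median offset was 4 samples, the largest move among the alternatives.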

**Fig. 1:**
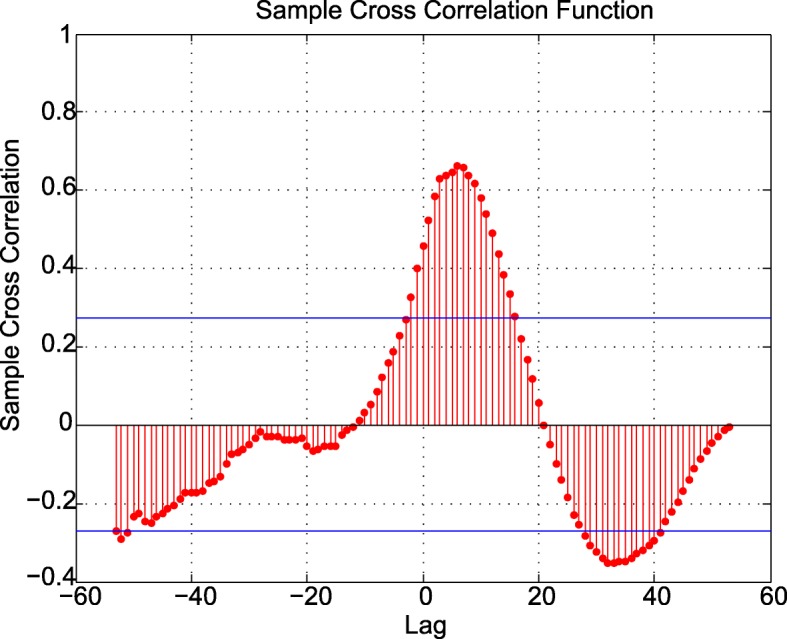
Cross correlation of two time-series of Smc1a gene. The cross correlation plot of the two time-series shows that maximal association for the two time-series occurs with an offset of 7 samples

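Smc1a, on chromosome X from 148450971 to 148497237, had its highest cross-correlation between the series, 0.82, at an offset of 5 samples (2.5 h). The peak was broad, with the 6 offsets from 2 to 7 samples within 0.05 of it, 0.786 at 7 samples and 0.68 at 0. With hourly samples only, the highest value fell at 6 samples. The fold change of Smc1a ranged from 0.592 to 1.52 in series 1 and from 0.561 to 1.05 in series 2.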

When the offset is computed for every gene, the gene expression profile is derived by properly concatenating the two time-series according to the offset and then the CPD algorithm is applied. This algorithm may detect more than one change point in the expression profile of each of the 63 cell cycle genes. 

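With a threshold of 1.47, from an alpha of 0.01, the algorithm announced 405 change points over the 63 genes, with a median of 6 per gene and a range of 2 to 12. On 200 series of white noise it announced a median of 6 (central 95%, 2.98 to 11), and on unchanged sinusoids 6.72 on average. Cdk1 had 3 change points.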

Figure 2 is a radar chart that depicts the count of genes for which the CPD algorithm detects change points at every time point (1/2 *h*) (data from 5 h to 35 h after the start of the first cell cycle is shown in Fig. 2). 

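Change points were counted at the index of the base window, and the test window ends 10.5 h later. From 5 h to 35 h a time point held 3.07 genes on average. The highest counts were 18 genes at 28 h, 15 at 22.5 h, 15 at 24.5 h and 12 at 14 h. With the change points of each gene moved at random among the times from 5 h to 35 h, 10000 draws gave a highest count of 7 in the median and 9 at the 95% level. A count of 18 or of 15 had p = 0.0001, the smallest the draws can give, and a count of 12 had p = 0.0027 (permutation test, one-sided). The draws move each gene independently, while all genes share the same libraries and are joined at the end of series 1. These p-values therefore cannot tell a transition from an effect of a single library or of the join. At 14.5 h itself there were 4 genes, at 24.5 h 15 and at 28.5 h 1, and within 0.5 h of these times 18, 30 and 20. With normalization by the base window at every sample the count near 14.5 h was 35, with series 2 followed by series 1 the count near 24.5 h was 0, and with the time taken at the end of the test window that near 28.5 h was 0. Across settings for the joined series, the count at 24.5 h itself ranged from 0, with series 2 first, to 17, with an alpha of 0.05. It was 4 with l 2 in place of l 3 and 8 with hourly samples. With each library of series 1 replaced in turn by the mean of its neighbours, the count at 22.5 h fell as low as 5, without the 32 h library, and 6, without the 33 h library. That at 24.5 h fell as low as 7, without the 26 h library. That at 28 h ranged from 12, without the 32 h library, to 30, without the 35 h library.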

There are three significant peaks in the radar chart at 14.5, 24.5 and 28.5 h at which the CPD algorithm detects change points for 29, 16 and 14 genes, respectively. We consider these peaks as break-points between the consecutive G1, S and G2/M phases of the cell cycle. 

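Over 9112 genes with a mean above 100, the 24.5 h library of series 1 differed from the mean of its neighbours by a median of 0.411 on the log2 scale, the largest of 59 libraries. The libraries at 24 h and 25 h, which have it as a neighbour, were set aside after they had been seen, and the next largest was then 0.235 at 5.5 h. When its values were replaced by the mean of its neighbours, the count of genes at 14 h went from 12 to 0 and that at 24.5 h from 15 to 10. Each of the other libraries, replaced in turn, left between 8 and 17 genes at 14 h. Within 0.5 h of 14.5 h the count went from 18 to 12 with the 24.5 h library replaced, and 6 of the 12 genes at 14 h then had a change point at 14.5 h or 15 h. With the trend over GC content taken out of every library the count at 14 h was 6. The index at 28 h is the first whose test window reaches past the end of series 1 into series 2. When series 1 was ended 2 h earlier, the count at 28 h went from 18 to 0 and that at 26 h from 2 to 13. These changes to the series were chosen after the counts had been seen. From its radar chart, the paper estimates the duration of the phases.

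**Figure D3:**
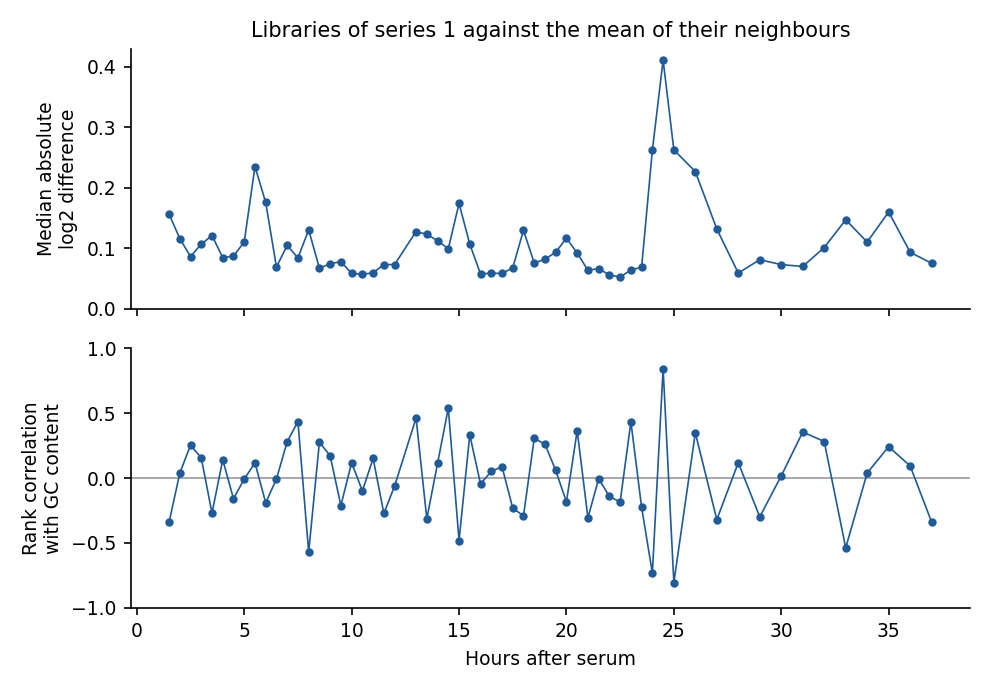
For each library of series 1, the median absolute log2 difference from the mean of its neighbours (top) and the rank correlation of that difference with the GC content of the transcripts (bottom), against hours after serum. The 24.5 h library stands highest in both, at 0.411 and 0.844.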

According to the radar chart in Fig. 2, the duration of the G1, S and G2/M phases of the cell cycle is estimated to be 14.5, 10 and 4 h, respectively. Therefore, we associate the intervals {1–14.5}, {14.5–24.5} and {24.5–28.5} *hours* to the expression profile of genes in the G1, S and G2/M phases of the cell cycle.

**Fig. 2:**
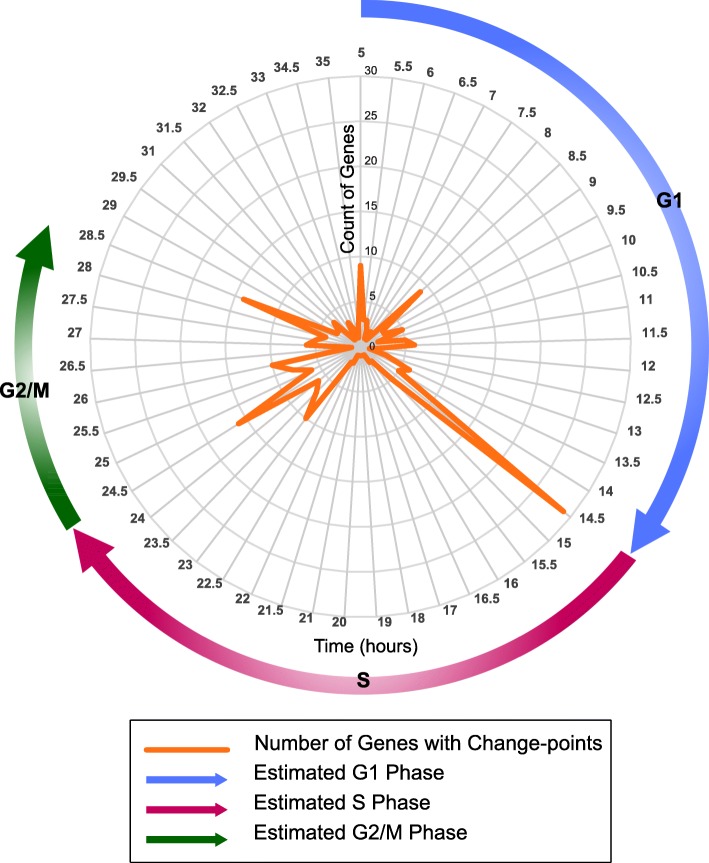
Segmentation of MEF cell cycle data with the change-point detection algorithm. Radar chart displays the count of genes that were detected to have change points at every sample (1/2 *h*) in the gene expression profiles of the 63 cell cycle genes

### Network reconstruction from cell cycle time-series data

After detection of the major temporal intervals associated with cell cycle phases, the successive directed graphs reflecting causal relationships of 63 cell cycle genes are reconstructed as the cell progresses through the G1, S and G2/M phases. In this work, the notion of Granger causality is used to predict directionality of links in the networks. Based on the definition of Granger causality, a series *X*(*t*) is said to cause series *Y*(*t*) if the future value of *Y*(*t*) is better predicted using the past values of *X*(*t*) and *Y*(*t*) than when the future value of *Y*(*t*) is predicted using only the past values of itself [25]. With the assumption that gene expressions may be modeled through a linear regression, one can identify Granger causality through Vector Autoregressive (VAR) models (see Methods section). A *d*-order VAR model of a *k* dimensional time series is given by:

1 $$ y(t)=v+{A}_1y\left(t-1\right)+{A}_2y\left(t-2\right)+\dots +{A}_dy\left(t-d\right)+{\varepsilon}_t;t=0,1,\dots, T\kern1.75em $$

where *y*(*t*) is a vector of realization of random variables at time *t*, and *y*(*t* − *d*) at *d* samples before time *t*. Since the VAR model can be of any arbitrary order 1, 2, … *d*, the question of what the optimal order is arises. The optimal order of a variable *y*_*i*_(*t*) in the VAR model determines the number of time-lags that is necessary to take into account, in order to extract sufficient information from the lagged values of all variables that can provide the most accurate prediction of *y*_*i*_(*t*). This optimal order is estimated with the Minimum Description Length (MDL) principle [26]. Description length (DL) is a measure of trade-off between the residual sum of squares (RSS) and the complexity (order) of the VAR model:

2 $$ DL=\frac{T}{2}\log RSS+\frac{d}{2}\log T;d=1,2,\dots, {d}_{max} $$

The MDL selects the optimal order such that the description length is minimized. Here we compute the description length of the VAR model for each gene separately up to order *d*_*max*_ = 9. 

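The mean optimal order over the 63 genes was 4.38 from 1 h to 14.5 h, 4.21 from 1 h to 24.5 h and 4.7 from 1 h to 28.5 h. Among the alternatives that chose an order per gene, the largest move was in the second interval on the log2(value + 1) scale, to 5.48.

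**Figure D4:**
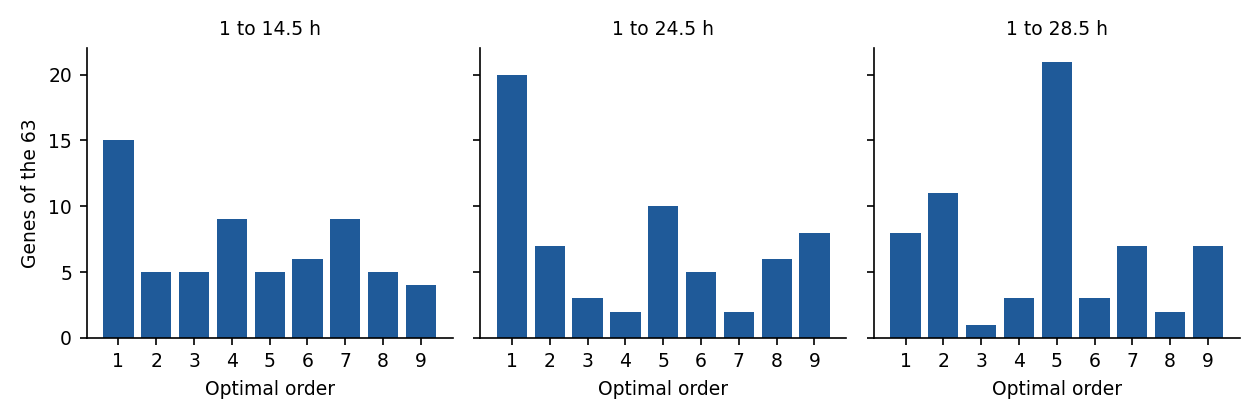
Number of the 63 genes at each optimal order from 1 to 9 in the 3 intervals. Every order from 1 to 9 was chosen for some gene in each interval.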

Figure 3 shows the plot of the description length of four genes in the estimated G1 phase.

**Fig. 3:**
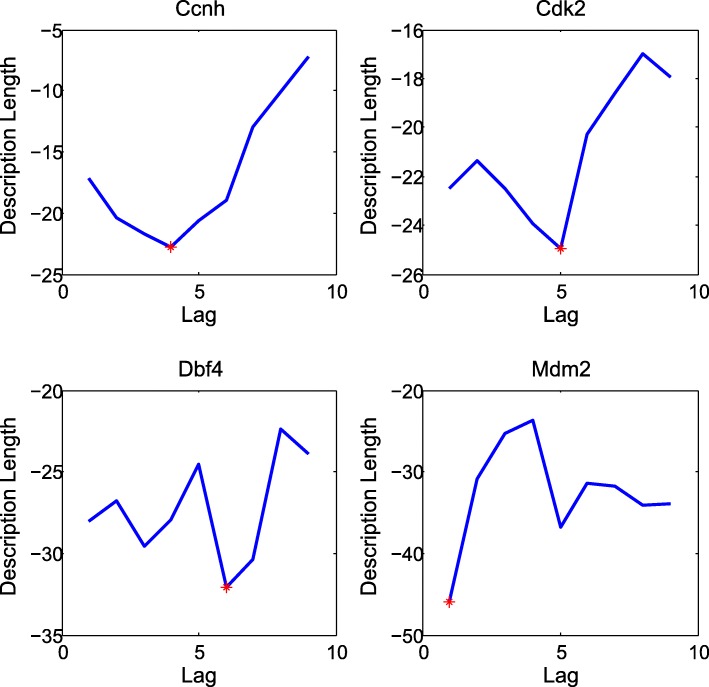
The plot of the description length for up to order *d*_*max*_ = 9 in the estimated G1 phase. The optimal order, shown in a red asterisk, is the order at which the description length is minimized. As shown, the description length is minimized when the expression profiles of Ccnh, Cdk2, Dbf4 and Mdm2 are modeled through VAR models of order 4, 5, 6 and 1, respectively

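Ccnh, on chromosome 13 from 85329013 to 85363074, had its lowest description length at order 4, and order 2 came 2.47 above it. Cdk2, on chromosome 10 from 128134995 to 128142107, had its lowest description length at order 7, and order 2 came 6.01 above it. Dbf4, on chromosome 5 from 8396973 to 8422716, had its lowest description length at order 1, and order 3 came 2.27 above it. Mdm2, on chromosome 10 from 117125944 to 117147814, had its lowest description length at order 1, and order 4 came 12.9 above it. With lambda from cross-validation with 1 standard error the order of Dbf4 was 6, on the log2(value + 1) scale it was 3, and with another random partition of the folds that of Mdm2 was 2. Ccnh was at 3 under each of these 3 alternatives.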

Once the optimal order for each gene is computed through MDL, we reconstruct three successive networks that reveal the evolution of the gene regulatory network of the 63 cell cycle genes through a complete cell cycle. Towards this, we use the expression profiles of genes for the three intervals {1–14.5}, {1–24.5}, and {1–28.5} *hours* derived through the CPD algorithm. Figure 4 depicts the gene regulatory network related to the {1–14.5} *hour* interval of the cell cycle associated with the G1 phase, Fig. 5 shows the network reconstructed for the {1–24.5} *hour* interval associated with the G1 phase followed by the S phase, and Fig. 6 illustrates the network representing the {1–28.5} *hour* interval related to the complete cell cycle (G1 and S phases followed by the G2/M phase). 

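The networks computed from the deposited values held 554 edges for 1 h to 14.5 h, 413 for 1 h to 24.5 h and 455 for 1 h to 28.5 h. With order 1 for every gene, the alternative set beforehand that moved them most, they held 349, 273 and 266. Interpolating the 24.5 h library of series 1, chosen after seeing the data, gave 553 edges for 1 h to 24.5 h and 558 for 1 h to 28.5 h. The paper's own lists in its additional files hold 301, 262 and 258 distinct pairs, of which 116, 135 and 177 were among the computed edges. Redrawing the sources of each target at random gave 46.1, 32.2 and 32.8 shared pairs on average (permutation test, one-sided, p = 0.0001 for each, the smallest the draws can give). Interpolating the 24.5 h library left 114 shared pairs for 1 h to 24.5 h and 146 for 1 h to 28.5 h. Redrawing then gave 41.1 and 39.1 on average. The networks of these intervals, and the number of pairs they share with the paper's lists, therefore depend in part on this library. Each listed edge was also tested alone, by an F test of whether the source at the listed lag improves the prediction of the target from its own past, with residuals permuted 100000 times. In series 1 220, 195 and 236 of the 349, 284 and 309 listed edges and lags had a p under 0.05, against 93, 93.3 and 104 on average for other sources of the same targets and lags (p = 0.0001 for each by permutation, the smallest possible). The paper chose these edges and lags by a fit to the same expression data, so a higher share and F than for other sources in series 1 is partly built in and is not independent evidence. After Benjamini-Hochberg adjustment within the interval 189, 182 and 218 remained. On first differences 114, 68 and 86 had a p under 0.05, against 39.49, 21.65 and 25.51 on average for other sources. Of the listed edges on first differences, 40, 18 and 29 remained after the same adjustment. In series 2 the numbers were 127, 141 and 153, against 107, 109 and 109 for other sources (p = 0.0064, 0.0001 and 0.0001 by permutation). Series 2 was sampled hourly after 3 h, so 12, 22 and 24 of its 28, 48 and 53 points at every 0.5 h were interpolated, against 1, 1 and 5 in series 1. An interpolated value holds part of the value after it, and the permutations treat it as a sample, so these p-values of series 2 are not reliable. At measured hours alone, which allow only lags of whole hours and were chosen after seeing the data, 43, 37 and 49 of 122, 83 and 103 listed edges had a p under 0.05 in series 2, against 25, 21.2 and 27.7 for other sources (p = 0.0001, 0.0002 and 0.0001 by permutation), and 14, 30 and 34 remained after adjustment. The other lags cannot be tested in series 2 without interpolation. On simulated pairs with no dependence 8.4% had a p under 0.05, so single p-values near 0.05 are too small.

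**Figure D5:**
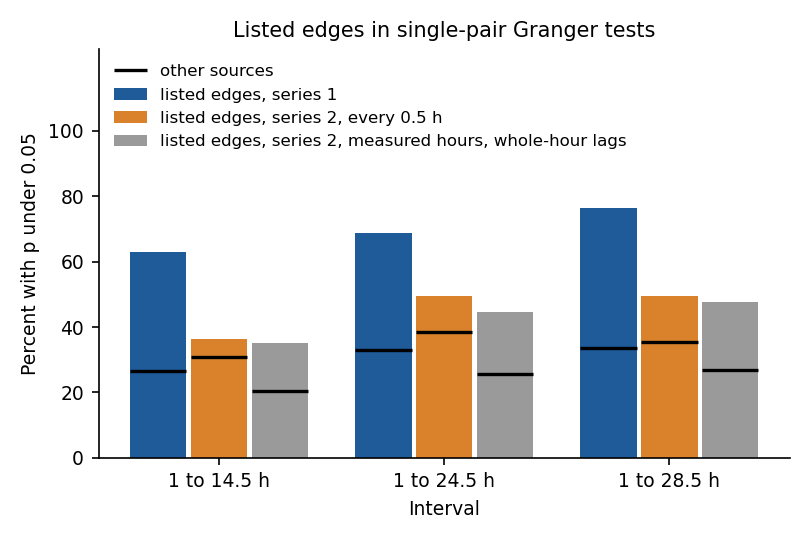
Percent of the listed edges with a p under 0.05 in the single-pair test, for series 1 (blue), series 2 at every 0.5 h (orange) and series 2 at measured hours with lags of whole hours (grey) in the 3 intervals, with black lines at the percent for other sources of the same targets and lags. Bars stand at 63, 68.7 and 76.4 in series 1, at 36.4, 49.6 and 49.5 in series 2 at every 0.5 h and at 35.2, 44.6 and 47.6 at measured hours, and the black lines lie below each bar.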

The resulting interactions have been validated with prior literature and the interactions in the STRING database. Table 1 presents the precision and false discovery rate of predictions in the reconstructed networks in Figs. 4, 5 and 6.

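Counted in the paper's own lists, the edges called true positive number 271, 196 and 203 in the 3 intervals and those called false positive 73, 80 and 103, which gives a precision of 0.788, 0.71 and 0.663. With the deposited values both kinds of edge were compared by their F in the single-pair test. Over the 3 intervals the median F was 9.05 for 670 true positive and 5.6 for 256 false positive edges (permutation test, two-sided, p = 5e-05). The intervals share samples and some listed pairs, which the pooled test treats as independent. In the first interval the medians were 8.2 and 3.5 (p = 0.00857 by permutation) and in the third 10.8 and 5.76 (p = 4e-05 by permutation). In the second they were 8.19 and 8.16, with no detectable difference (p = 0.982 by permutation). On the log2(value + 1) scale the difference was 3.06 in the first interval (p = 0.0272 by permutation), 1.37 over the 3 intervals (p = 0.0891 by permutation), 2.18 in the third (p = 0.0621 by permutation) and -1.68 in the second (p = 0.373 by permutation).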

**Fig. 4:**
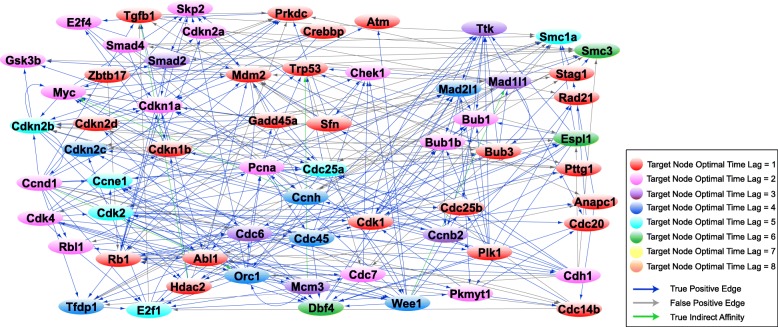
MEF cell cycle network for G1 phase. The graph reconstruction of the network representing the causal interactions of 63 cell cycle genes obtained by using only the data samples in the interval {1–14.5} *hour* of the cell cycle associated with the G1 phase. The blue edges represent true positive (TP) connections validated though the known literature (STRING database). The green edges represent true indirect affinities between the pairs of genes they are connected to, and the gray edges are interactions captured only in our model, serving as potential novel hypotheses. The node colors denote the optimal time lag corresponding to every target gene in the VAR model. See Additional file 3 for the complete list of interactions in the above network

**Fig. 5:**
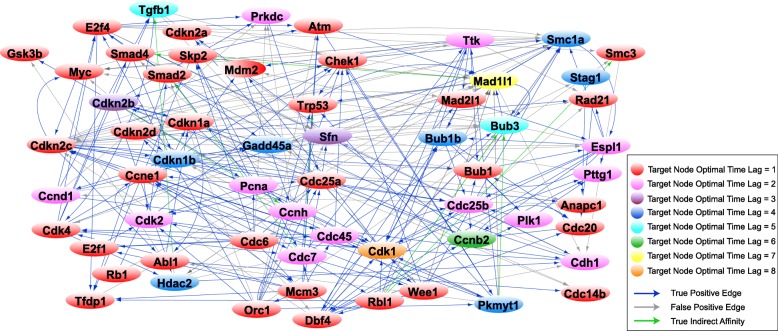
MEF cell cycle network for G1 phase followed by the S phase. The graph reconstruction of the network representing the causal interactions of 63 cell cycle genes obtained by using only the data samples in the interval {1–24.5} *hour* of the cell cycle associated with the S phase. The blue edges represent true positive (TP) connections validated though the known literature (STRING database). The green edges represent true indirect affinities between the pairs of genes they are connected to, and the gray edges are interactions only in our model, serving as potential novel hypotheses. The node colors denote the optimal time lag corresponding to every target gene in the VAR model. See Additional file 4 for the complete list of interactions in the above network

**Fig. 6:**
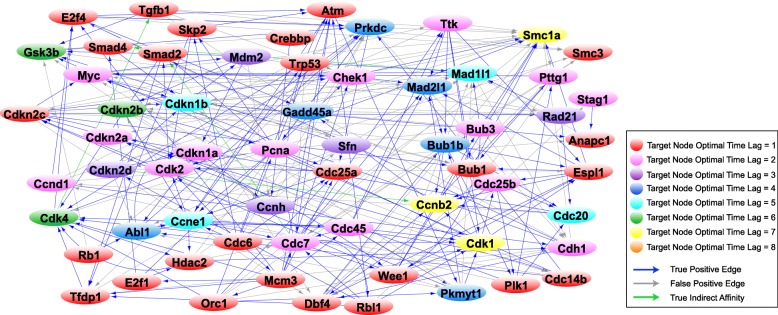
MEF cell cycle network for G1 and S phases followed by the G2/M phases. The graph reconstruction of the network representing the causal interactions of 63 cell cycle genes obtained by using only the data samples in the interval {1–28.5} *hour* of the cell cycle associated with the G2/M phase. The blue edges represent true positive (TP) connections validated though the known literature (STRING database). The green edges represent true indirect affinities between the pairs of genes they are connected to, and the gray edges are interactions captured only in our model, serving as potential novel hypotheses. The node colors denote the optimal time lag corresponding to every target gene in the VAR model. See Additional file 5 for the complete list of interactions in the above network

**Table 1:** Statistics for the reconstructed network of the G1, S and G2 phases in Figs. 4, 5, and 6

Reconstructed network	Number of true positive edges	Number of false positive edges	Precision	False Discovery Rate
G1 phase	268	76	0.78	0.22
S phase	198	78	0.72	0.28
G2/M phase	203	103	0.61	0.39

### Temporal dependence of biological processes in the cell cycle

In order to understand the temporal aspect of cell cycle processes, we analyze the transient length of influence of dynamic processes on one another; our primary question seeks to ask if one biological event induces the occurrence of another event in the cell, what is the duration of its influence? We sought to explore the temporal dependence of intracellular processes by considering 16 time-dependent biological processes governing the progression of the cell cycle. Additional file 2: Table S1 shows these biological mechanisms listed in the chronological order of their occurrence during a cell cycle along with their members (genes) according to the Reactome pathway database [27]. In the three successive networks in Figs. 4, 5, and 6, we group cell cycle genes that belong to each of the 16 biological processes into modules and infer the temporal dependence of modules on one another. The temporal dependence of these processes are assessed by taking into account the average of directed edge time-lags between pairs of processes. For instance, Fig. 7a, b, and c display the links from the nodes in G1/S transition module to the nodes in the G2/M DNA replication checkpoint mechanism as the cell goes through the G1, S, and G2/M phases, respectively. 

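In the networks computed from the deposited values, the module of G1/S transition sent 9, 9 and 18 edges with their lags to that of the G2/M DNA replication checkpoint in the 3 intervals. The optimal orders of the targets Ccnb2, Cdk1, Pkmyt1 and Wee1 were 2, 1, 1 and 4 in the first interval, 8, 8, 1 and 2 in the second and 6, 7, 7 and 2 in the third.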

The numbers labeling these links denote the optimal number of time-lags required in the VAR model when assessing Granger causality.

**Fig. 7:**
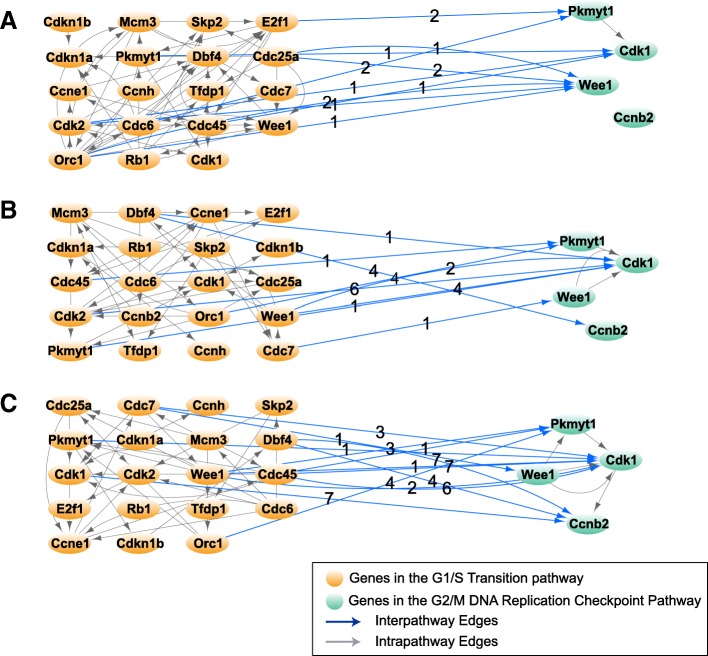
Temporal dependence of G2/M DNA replication checkpoint mechanism on the G1/S transition mechanism. Orange nodes are genes that take part in G1/S transition mechanism of the cell cycle and the green nodes are genes that take part in G2/M DNA replication pathway. Every edge label denotes the temporal dependence of the target node on the source node. In this example, the farthest dependence is 7 time lags. **a** Temporal dependence of G2/M DNA replication pathway on the G1/S-transition pathway in the {1–14.5} *hour* interval. **b** Temporal dependence of G2/M DNA replication pathway on the G1/S-transition pathway in the {1–24.5} *hour* interval. **c** Temporal dependence of G2/M DNA replication pathway on the G1/S-transition pathway in the {1–28.5} *hour* interval

The average time-lags of edges in the three graphs in Fig. 7a, b, and c are 1.4, 2.67, and 3.62, respectively. As the cell evolves through a complete cell cycle, the average time-lag of the causal effect the G1/S transition mechanism has on the G2/M DNA replication mechanism increases. 

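The average lag of these edges in the networks computed here was 1.11, 2.78 and 3.5 samples in the 3 intervals, and over all edges it was 2.67, 3.28 and 3.41. Among random sets of as many edges, the averages lay at the percentiles 0.05, 24.7 and 55.5. With 10 folds the averages were 2.12, 4 and 2.67, on the log2(value + 1) scale 2.3, 2.25 and 2.75 and with another random partition of the folds 2, 4.56 and 3.79, so that they did not rise from each interval to the next under any of these 3, though the third stayed above the first. With lambda from cross-validation with 1 standard error they were 1.12, 2.78 and 3.5 and did rise. From the rise in its own networks, the paper concludes that the delay of this influence increases as the cell evolves through the cycle.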

To further explore the length of intertwined temporal dependence these biological processes have on one another, we extend this analysis to all 16 intracellular processes listed in Additional file 2: Table S1. 

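Edges joined 240, 236 and 228 ordered pairs of the 16 processes both in the computed networks and in the paper's lists of the 3 intervals. A process paired with itself was included. The average lag over these pairs was 2.2, 2.9 and 3.08 samples, and in the paper's own lists 1.9, 1.89 and 2.31. Across process pairs, which are not independent replicates, the computed and listed averages had rank correlations of 0.124, 0.201 and 0.586. Among these pairs the longest average ran from Mitotic G2-G2/M phases to DNA Repair in the first interval (5.33 samples). In the second it ran from Mitotic Spindle Checkpoint to Removal of licensing factors from origins (9). In the third it ran from G0 and Early G1 to Separation of Sister Chromatids (6.2). That of the second interval rests on a single edge, Anapc1 to Cdk2, with a coefficient of 0.0009. In the computed network this edge is also the only one from Mitotic Spindle Checkpoint to G0 and Early G1, which has the same average lag.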

Fig. 8a, b, and c show the heat map plots displaying the average time-lag of edges between each pair of the 16 processes as the cell completes the G1, S, and G2/M phases. The heat map images identify temporal dependence of biological events on one another in different stages of the cell cycle.

**Fig. 8:**
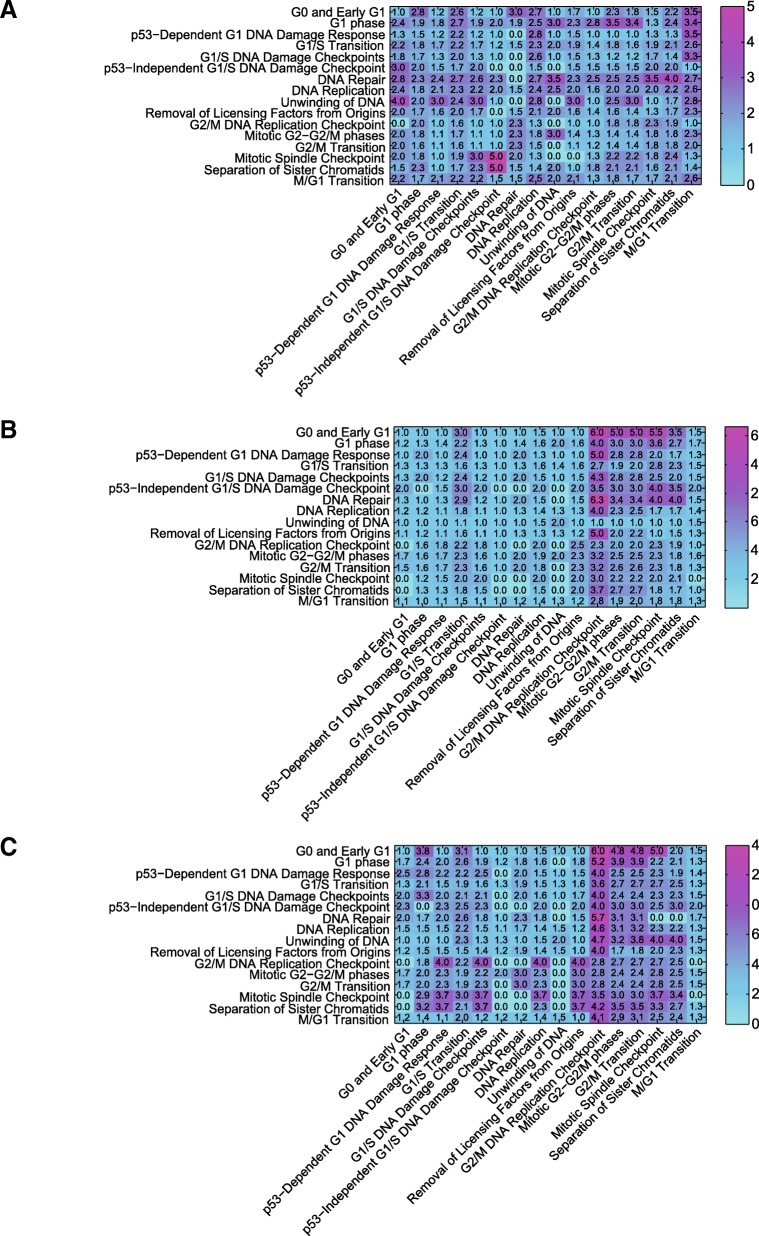
Temporal interdependencies of biological processes as the cell goes through the G1, S and G2/M phases. Each row and column in the heat map represents one of the 16 time-dependent biological processes. The number in every pixel represents the average time-lag of edges sourcing from its corresponding row process and targeting its column process (one lag is equivalent to ½ hour). **a** Heatmap of temporal dependence of processes as the cell goes through the G1 phase, **b** Heatmap of temporal dependence of processes as the cell goes through the G1 followed by the S phase. **c** Heatmap of temporal dependence of processes as the cell goes through the G1, S and G2/M phases

### G1 phase

The G1 phase, also known as the Gap 1 phase, is the first of the four phases that occur in one complete eukaryotic cell cycle. During the G1 phase, the cell grows in size and synthesizes mRNA and proteins required for DNA synthesis. In this section, we investigate the role of key regulatory proteins and their corresponding phase specific interactions found in the reconstructed G1 phase network (Fig. 4). The complete list of the edges estimated in the G1 phase network is presented in Additional file 3.

#### Rb1/Rbl1

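Rb1, on chromosome 14 from 73583480 to 73725629, had a mean value of 97.3 ± 20.6 (SD, n = 27 libraries of series 1 from 1 h to 14.5 h), and at the 16 hours shared by the series it differed between them by 34.7 on average. Cdkn1a, on chromosome 17 from 29227924 to 29237667, averaged 3093 ± 1351 (SD), and the series differed by 688. For Cdkn2a, on chromosome 4 from 88920377 to 88940557, the mean was 43.7 ± 11.4 (SD) and the difference between the series 56. Skp2, on chromosome 15 from 9041742 to 9070207, was measured at 399 ± 143 (SD), and the difference between the series averaged 63.1. The mean of Cdh1, on chromosome 8 from 109127251 to 109194146, was 27.7 ± 10.2 (SD), with an average difference of 17.3 between the series. Anapc1, on chromosome 2 from 128435840 to 128513127, averaged 1566 ± 334 (SD), and the series differed by 287. Rb1 to Cdkn1a was listed at a lag of 1 sample (0.5 h), the strongest of 2 listed lags, and gave F = 75.9 in series 1 (permutation test, p = 1e-05, 0.000218 after adjustment, positive coefficient) and F = 176 in series 2, partly interpolated. Adding Rb1 at a lag of 1 sample (0.5 h), the strongest of 2 listed lags, to the past of Cdkn2a gave F = 5.42 in series 1 (permutation test, p = 0.0282, 0.051 after adjustment, positive coefficient) and F = 0.0193 in series 2, partly interpolated. From Rb1 to Skp2, listed at a lag of 1 sample (0.5 h), the single-pair test gave F = 11.1 in series 1 (permutation test, p = 0.00274, 0.00777 after adjustment, negative coefficient) and F = 3.97 in series 2, partly interpolated. Rb1 was predicted from Cdh1 at a lag of 1 sample (0.5 h) with F = 0.0811 in series 1 (permutation test, p = 0.775, 0.82 after adjustment, positive coefficient) and F = 0.951 in series 2, partly interpolated. Rb1 to Anapc1 was listed at a lag of 1 sample (0.5 h) and gave F = 28 in series 1 (permutation test, p = 3e-05, 0.000361 after adjustment, negative coefficient) and F = 12.4 in series 2, partly interpolated. Rb1 to Cdkn1a and Rb1 to Anapc1 were in the network computed from the first interval. With first differences in place of values, the permutation p was 0.484 for Rb1 to Cdkn2a. A p of 1e-05 is the smallest the draws can give. The median over the 63 genes of the mean value in this interval was 292 in series 1 and 445 in series 2.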

In Fig. 4, we note Rb1 interacts with Cdkn1a, Cdkn2a, Skp2, Cdh1, and Anapc1. It is known that Cdkn1a forms a physical complex with Rb1 and can activate Rb1 to bring about cell cycle arrest [28, 29]. Furthermore, Rb1 activity is mainly regulated by Cdkn2a inhibition of Ccnd1 to prevent phosphorylation of retinoblastoma (Rb) proteins, while Ccnd1 initiates the phosphorylation of Rb1 in mid-G1 phase [30, 31]. Rb1 physically interacts with Skp2 to inhibit Cdkn1b ubiquitination and induce G1 arrest [32]. Further, Anapc1 and its activator Cdh1 interact with Rb1 and are required for Rb1-induced cell cycle arrest which leads to Rb1-induced accumulation of P27 (Cdkn1b) during G1 arrest [33]. 

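The symbol Cdh1 in the list of 63 genes, with its position on chromosome 8, is that of cadherin 1. The activator of the anaphase promoting complex called Cdh1 is listed in the table under the symbol Fzr1, on chromosome 10 from 80828967 to 80841261. From 1 h to 14.5 h Fzr1 had a mean value of 275 ± 74.9 (SD, n = 27 libraries of series 1), with an average difference of 136 between the series over 16 shared hours. The fold change of the Cdh1 row fell as low as 0.0289 in series 1 and 0.0782 in series 2.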

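Abl1, on chromosome 2 from 31543896 to 31659747, had a mean value of 1688 ± 561 (SD, n = 27 libraries of series 1 from 1 h to 14.5 h), and at the 16 hours shared by the series it differed between them by 166 on average. Adding Rb1 at a lag of 1 sample (0.5 h) to the past of Abl1 gave F = 15.3 in series 1 (permutation test, p = 0.00074, 0.00344 after adjustment, negative coefficient) and F = 12 in series 2, partly interpolated. The network computed from this interval held the pair in the listed direction. The permutation p on first differences was 0.19 for Rb1 to Abl1.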

Detection of the Rb1 → Abl1 edge is illustrated in Fig. 4. Rb1 is known to form a complex with Abl1 in the late-G1/early-S-phase as a result of its hyperphosphorylation by the cyclin-D/cdk4–6 complex [34–36].

The Rb1 → Tfdp1 and Rbl1 → E2f1 edges are captured in the reconstruction of the network representing G1 phase in Fig. 4. It is widely accepted that Rb1 and Rbl1 genes negatively regulate the G1/S transition of the cell cycle and enable cell growth by targeting key transcription factors, including E2Fs and transcription factor DP subunits [37–39]. In addition, trans-activation by the E2f1-Tfdp1 heterodimers is known to be inhibited by the retinoblastoma protein family [40].

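Tfdp1, on chromosome 8 from 13338751 to 13378395, had a mean value of 591 ± 172 (SD, n = 27 libraries of series 1 from 1 h to 14.5 h), and at the 16 hours shared by the series it differed between them by 107 on average. The mean of Rbl1, on chromosome 2 from 156971629 to 157030270, was 113 ± 56.5 (SD), with an average difference of 67.3 between the series. E2f1, on chromosome 2 from 154385143 to 154395628, averaged 371 ± 248 (SD), and the series differed by 124. From Rb1 to Tfdp1, listed at a lag of 1 sample (0.5 h), the strongest of 2 listed lags, the single-pair test gave F = 13.3 in series 1 (permutation test, p = 0.00106, 0.00407 after adjustment, negative coefficient) and F = 7.91 in series 2, partly interpolated. E2f1 was predicted from Rbl1 at a lag of 2 samples (1 h) with F = 10.3 in series 1 (permutation test, p = 0.00383, 0.0099 after adjustment, positive coefficient) and F = 1.59 (p = 0.236) in series 2 at measured hours. Rbl1 to E2f1 was in the network computed from the first interval.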

#### E2f1–4

In Fig. 4, E2f1 is seen to interact with Mcm3, Cdc6, Orc1, and Cdc45. 

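Mcm3, on chromosome 1 from 20793055 to 20810359, had a mean value of 1230.0 ± 808 (SD, n = 27 libraries of series 1 from 1 h to 14.5 h), and at the 16 hours shared by the series it differed between them by 500.0 on average. Cdc6, on chromosome 11 from 98769115 to 98785254, was measured at 229.6 ± 237 (SD), and the difference between the series averaged 106. The mean of Orc1, on chromosome 4 from 108252028 to 108288633, was 161 ± 92.6 (SD), with an average difference of 60.8 between the series. Cdc45, on chromosome 16 from 18780540 to 18812080, averaged 225 ± 198 (SD), and the series differed by 150.3. Mcm3 to E2f1 was listed at a lag of 1 sample (0.5 h), the strongest of 2 listed lags, and gave F = 40.7 in series 1 (permutation test, p = 1e-05, 0.000218 after adjustment, positive coefficient) and F = 7.98 in series 2, partly interpolated. Adding E2f1 at a lag of 3 samples (1.5 h) to the past of Cdc6 gave F = 0 in series 1 (permutation test, p = 0.995, 0.998 after adjustment, negative coefficient) and F = 3.74 in series 2, partly interpolated. From Cdc6 to E2f1, listed at a lag of 2 samples (1 h), the single-pair test gave F = 8.83 in series 1 (permutation test, p = 0.00701, 0.0165 after adjustment, positive coefficient) and F = 40.4 (p = 0.0001) in series 2 at measured hours. E2f1 was predicted from Orc1 at a lag of 3 samples (1.5 h) with F = 9.05 in series 1 (permutation test, p = 0.00707, 0.0165 after adjustment, positive coefficient) and F = 0.0002 in series 2, partly interpolated. E2f1 to Cdc45 was listed at a lag of 3 samples (1.5 h) and gave F = 0.959 in series 1 (permutation test, p = 0.339, 0.402 after adjustment, positive coefficient) and F = 5.12 in series 2, partly interpolated. Of these pairs, the network computed from the first interval held E2f1 to Cdc6. For first differences, permutation gave a p of 0.32 for Mcm3 to E2f1, 0.498 for Cdc6 to E2f1 and 0.787 for Orc1 to E2f1. A p of 1e-05 is the smallest the draws can give.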

The E2F transcription factor upregulates the transcription of Mcm3 gene in the late G1 phase [41, 42]. Besides the minichromosome maintenance complex (MCM) genes, Cdc6, ORC, and Cdc45 genes that are components of the pre-replication complex are well-known E2F-inducible genes during the late G1 and G1/S boundary in the cell cycle [43–46]. 

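Adding Tfdp1 at a lag of 5 samples (2.5 h) to the past of E2f1 gave F = 3.16 in series 1 (permutation test, p = 0.0946, 0.136 after adjustment, positive coefficient) and F = 3.23 in series 2, partly interpolated. The pair was not in the network computed from this interval. By permutation, p was 0.0015 for Tfdp1 to E2f1 on the log2(value + 1) scale and 0.0178 for Tfdp1 to E2f1 with only the last value of the target.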

The Tfdp1 → E2f1 interaction is also detected; it is widely established that Tfdp1 interacts and forms a heterodimer with E2f1 to regulate the cell cycle progression from G1 to S phase [47–49].

#### Ccnd1/Cdk4

We note the Ccnd1-Cdkn2b and Cdk4-Cdkn1b interactions in Fig. 4. 

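Ccnd1, on chromosome 7 from 152115836 to 152125774, had a mean value of 1684 ± 755 (SD, n = 27 libraries of series 1 from 1 h to 14.5 h), and at the 16 hours shared by the series it differed between them by 646 on average. Cdkn2b, on chromosome 4 from 88952198 to 88956941, was measured at 235 ± 87.9 (SD), and the difference between the series averaged 53.9. The mean of Cdk4, on chromosome 10 from 126500590 to 126504976, was 4093 ± 1077 (SD), with an average difference of 728 between the series. Cdkn1b, on chromosome 6 from 134870419 to 134875531, averaged 213 ± 52.4 (SD), and the series differed by 136. From Ccnd1 to Cdkn2b, listed at a lag of 1 sample (0.5 h), the single-pair test gave F = 2.2 in series 1 (permutation test, p = 0.151, 0.201 after adjustment, negative coefficient) and F = 0.808 in series 2, partly interpolated. Ccnd1 was predicted from Cdkn2b at a lag of 2 samples (1 h), the strongest of 2 listed lags, with F = 14.9 in series 1 (permutation test, p = 0.00073, 0.00344 after adjustment, negative coefficient) and F = 4.28 (p = 0.0592) in series 2 at measured hours. Cdk4 to Cdkn1b was listed at a lag of 1 sample (0.5 h) and gave F = 15.2 in series 1 (permutation test, p = 0.00074, 0.00344 after adjustment, positive coefficient) and F = 4.14 in series 2, partly interpolated. Cdkn2b to Ccnd1 was in the network computed from the first interval. In other settings the permutation p was 0.0152 for Ccnd1 to Cdkn2b on the log2(value + 1) scale. On first differences of the series the permutation p was 0.211 for Cdkn2b to Ccnd1 and 0.129 for Cdk4 to Cdkn1b.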

Cdkn2b can physically interact with and inhibit the activity of D-type cyclin dependent kinases and Cyclin D/CDK complexes while the Cip/Kip proteins, including Cdkn1a and Cdkn1b, can inhibit G1 CDKs such as Cdk4 [30, 50–52]. 

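Adding Ccnd1 at a lag of 1 sample (0.5 h) to the past of Rbl1 gave F = 18 in series 1 (permutation test, p = 0.00029, 0.00171 after adjustment, positive coefficient) and F = 16.3 in series 2, partly interpolated. From Cdk4 to Rbl1, listed at a lag of 1 sample (0.5 h), the strongest of 2 listed lags, the single-pair test gave F = 4.53 in series 1 (permutation test, p = 0.0427, 0.0708 after adjustment, positive coefficient) and F = 1.7 in series 2, partly interpolated. None of these pairs was in the network computed from the first interval. The permutation p became 0.171 for Cdk4 to Rbl1 on the log2(value + 1) scale. With first differences in place of values, the permutation p was 0.0951 for Ccnd1 to Rbl1 and 0.194 for Cdk4 to Rbl1.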

We also see the Ccnd1 → Rbl1 and Cdk4 → Rbl1 interactions in Fig. 4. It is known that in late G1 phase, Cyclin D/Cdk4–6 complexes perform the main phosphorylation of Rbl1, a member of the retinoblastoma family, leading to dissociation of Rbl1 from Rb-E2F/DP complexes [53–55]. Furthermore, the phosphorylation of Rbl1 by Cyclin D/Cdk4 complex inactivates Rbl1 to promote G1/S transition [55].

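Tgfb1, on chromosome 7 from 26472021 to 26490096, had a mean value of 2304 ± 899 (SD, n = 27 libraries of series 1 from 1 h to 14.5 h), and at the 16 hours shared by the series it differed between them by 176 on average. E2f1 was predicted from Ccnd1 at a lag of 4 samples (2 h) with F = 5.04 in series 1 (permutation test, p = 0.0368, 0.0629 after adjustment, positive coefficient) and F = 10 (p = 0.0149) in series 2 at measured hours. Ccnd1 to Tgfb1 was listed at a lag of 1 sample (0.5 h) and gave F = 38.6 in series 1 (permutation test, p = 1e-05, 0.000218 after adjustment, negative coefficient) and F = 156 in series 2, partly interpolated. Each of these pairs was also in the network computed from the first interval. The permutation p on first differences was 0.899 for Ccnd1 to E2f1 and 0.32 for Ccnd1 to Tgfb1. A p of 1e-05 is the smallest the draws can give.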

Ccnd1 → E2f1 and Ccnd1 → Tgfβ1 interactions are seen in Fig. 4. E2f1 is known to promote cell cycle progression through the induction of G1 phase cyclin, Cyclin D1 [56, 57]. Tgfβ1 blocks the progression of cell cycle during G1 and this is associated with Tgfβ1 inhibition of Ccnd1 expression [58]. 

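Adding Ccnd1 at a lag of 2 samples (1 h) to the past of Cdh1 gave F = 6.88 in series 1 (permutation test, p = 0.0162, 0.0329 after adjustment, negative coefficient) and F = 0.724 (p = 0.412) in series 2 at measured hours. From Cdk4 to Cdh1, listed at a lag of 2 samples (1 h), the strongest of 2 listed lags, the single-pair test gave F = 18.6 in series 1 (permutation test, p = 0.00028, 0.00169 after adjustment, negative coefficient) and F = 0.204 (p = 0.662) in series 2 at measured hours. None of these pairs was in the network computed from the first interval. For first differences, permutation gave a p of 0.296 for Ccnd1 to Cdh1. The Cdh1 row of the table is that of cadherin 1.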

We note the Ccnd1 → Cdh1 and Cdk4 → Cdh1 interactions; Cdh1 is known to limit the accumulation of the G1 mitotic cyclin/CDK complexes to prevent pre-mature S-phase entry [59]. Ccnd1 → Ccne1 is also captured in Fig. 4. 

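Ccne1, on chromosome 7 from 38883003 to 38892553, had a mean value of 579.7 ± 569.7 (SD, n = 27 libraries of series 1 from 1 h to 14.5 h), and at the 16 hours shared by the series it differed between them by 281 on average. Ccne1 was predicted from Ccnd1 at a lag of 5 samples (2.5 h) with F = 6.42 in series 1 (permutation test, p = 0.0204, 0.0402 after adjustment, positive coefficient) and F = 9.38 in series 2, partly interpolated. The pair was not in the network computed from this interval. On first differences of the series the permutation p was 0.132 for Ccnd1 to Ccne1.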

Analyses by Geng et al. (1999) suggest that Cyclin E is a major downstream target of Cyclin D enabling cell to progress through G1 and enter the S phase [60].

#### Pre-replicative complex

The Orc1 ↔ Mamc3, Orc1 → Cdc6, Orc → Cdc7and Mcm3 → Orc1 interactions are also seen in Fig. 4. 

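Cdc7, on chromosome 5 from 107393341 to 107413451, had a mean value of 137 ± 81.5 (SD, n = 27 libraries of series 1 from 1 h to 14.5 h), and at the 16 hours shared by the series it differed between them by 45.3 on average. Orc1 to Mcm3 was listed at a lag of 1 sample (0.5 h), the strongest of 3 listed lags, and gave F = 3.47 in series 1 (permutation test, p = 0.0753, 0.11 after adjustment, positive coefficient) and F = 1.92 in series 2, partly interpolated. Adding Mcm3 at a lag of 1 sample (0.5 h) to the past of Orc1 gave F = 9.22 in series 1 (permutation test, p = 0.00517, 0.0127 after adjustment, positive coefficient) and F = 3.22 in series 2, partly interpolated. From Orc1 to Cdc6, listed at a lag of 2 samples (1 h), the single-pair test gave F = 6.26 in series 1 (permutation test, p = 0.0208, 0.0408 after adjustment, positive coefficient) and F = 0.8 (p = 0.41) in series 2 at measured hours. Cdc7 was predicted from Orc1 at a lag of 2 samples (1 h) with F = 7.28 in series 1 (permutation test, p = 0.0129, 0.0272 after adjustment, positive coefficient) and F = 6.58 (p = 0.0295) in series 2 at measured hours. The network computed from the first interval held Orc1 to Cdc7. By permutation, p was 0.00026 for Orc1 to Mcm3 on the log2(value + 1) scale, 0.083 for Mcm3 to Orc1 on the log2(value + 1) scale and 0.855 for Orc1 to Cdc6 on the log2(value + 1) scale. With first differences in place of values, the permutation p was 0.0831 for Mcm3 to Orc1 and 0.642 for Orc1 to Cdc6.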

According to multiple studies, in late mitosis and during G1 phase, Orc1 bound to replication origins recruits and serves as a platform for the assembly of Cdc6 followed by Mcm3 to form the pre-replicative complex [61–64]. Orc1 interacts with Cdc6 throughout the G1 phase but not during other phases [62].

#### Kip/Cip cyclin dependent kinase inhibitors (Cdkn1a, Cdkn1b, and Cdkn2a)

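Mdm2 had a mean value of 1059.9 ± 247 (SD, n = 27 libraries of series 1 from 1 h to 14.5 h), and at the 16 hours shared by the series it differed between them by 350.5 on average. Cdkn1b to Tgfb1 was listed at a lag of 1 sample (0.5 h) and gave F = 0.81 in series 1 (permutation test, p = 0.376, 0.439 after adjustment, positive coefficient) and F = 1.82 in series 2, partly interpolated. Adding Mdm2 at a lag of 2 samples (1 h) to the past of Cdkn1a gave F = 0.02 in series 1 (permutation test, p = 0.888, 0.909 after adjustment, positive coefficient) and F = 4.9 (p = 0.056) in series 2 at measured hours. From Cdkn2a to Mdm2, listed at a lag of 1 sample (0.5 h), the single-pair test gave F = 0.219 in series 1 (permutation test, p = 0.67, 0.723 after adjustment, positive coefficient) and F = 1.4 in series 2, partly interpolated. Mdm2 to Cdkn1a and Cdkn2a to Mdm2 were in the network computed from the first interval.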

The Cdkn1b → Tgfβ1, Mdm2 → Cdkn1a and Cdkn2a → Mdm2 regulatory links can be seen in Fig. 4. Tgfβ1 is reported to downregulate Cdkn1b during G1 phase [65] and Mdm2 has been shown to negatively regulate Cdkn1a and promote its proteasomal degradation which controls cell cycle progression during the G1 phase [66, 67]. Several studies have shown that Cdkn2a physically interacts with Mdm2 to impede Mdm2-induced degradation of Trp53 and enhances Trp53 role in transcription and apoptosis [68, 69]. This particular interaction stabilizes p53 and restores a p53-dependent G1 cell cycle arrest that is otherwise abrogated by MDM2 [52, 70, 71].

See supplementary text in Additional file 2 for extended description of interactions in the G1 phase.

### S phase

S (synthesis) phase is the second phase of the cell cycle occurring after the G1 phase and before the G2 phase in which DNA is replicated. Here we delve into the results for key S-phase proteins we obtained through our analysis (depicted in Fig. 5). Full list of the edges predicted for S phase is presented in Additional file 4.

#### Chek1

We note the Chek1 → Trp53 and Orc1 → Chek1 edges in Fig. 5. It is well established that Chek1 regulates Trp53 activity during DNA damage-induced S and G2 phase arrests [72–74]. Moreover, it has been extensively studied that cells with replicative initiation mutants defective in the Orc1 gene require the checkpoint kinase Chek1 during S phase to maintain cell viability by stabilizing DNA replication forks [75–77]. 

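Chek1, on chromosome 9 from 36516067 to 36534650, had a mean value of 192 ± 93.7 (SD, n = 47 libraries of series 1 from 1 h to 24.5 h), and at the 26 hours shared by the series it differed between them by 47.5 on average. Trp53, on chromosome 11 from 69393861 to 69405375, was measured at 1352 ± 303 (SD), and the difference between the series averaged 239.7. The mean of Orc1 was 212 ± 93.2 (SD), with an average difference of 50.2 between the series. Trp53 was predicted from Chek1 at a lag of 1 sample (0.5 h) with F = 3.35 in series 1 (permutation test, p = 0.0761, 0.101 after adjustment, positive coefficient) and F = 0.218 in series 2, partly interpolated. Orc1 to Chek1 was listed at a lag of 1 sample (0.5 h) and gave F = 4.37 in series 1 (permutation test, p = 0.0456, 0.0671 after adjustment, positive coefficient) and F = 23.9 in series 2, partly interpolated. Of these pairs, the network computed from the second interval held Orc1 to Chek1. The permutation p on first differences was 0.928 for Orc1 to Chek1. The interval to 24.5 h ends with the library that lay farthest from its neighbours.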

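Cdc45 had a mean value of 378 ± 241 (SD, n = 47 libraries of series 1 from 1 h to 24.5 h), and at the 26 hours shared by the series it differed between them by 149 on average. For Cdk2 the mean was 674 ± 229 (SD) and the difference between the series 147. Adding Cdc45 at a lag of 1 sample (0.5 h) to the past of Chek1 gave F = 11.6 in series 1 (permutation test, p = 0.00088, 0.00329 after adjustment, positive coefficient) and F = 3.12 in series 2, partly interpolated. From Cdk2 to Chek1, listed at a lag of 1 sample (0.5 h), the single-pair test gave F = 13.3 in series 1 (permutation test, p = 0.00037, 0.00195 after adjustment, positive coefficient) and F = 9.62 in series 2, partly interpolated. Each of these pairs was also in the network computed from the second interval. For first differences, permutation gave a p of 0.349 for Cdc45 to Chek1 and 0.0578 for Cdk2 to Chek1.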

We note the interaction of Chek1 with Cdc45 and Cdk2 in Fig. 5. Cdc45 is a target of the Chek1-mediated S-phase checkpoint [78, 79]. During the S-phase checkpoint, Chek1 activity increases which leads to Cdk2 inhibition and blockage of the S-phase transit in response to DNA damage [80, 81]. 

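Smc1a had a mean value of 1322 ± 355 (SD, n = 47 libraries of series 1 from 1 h to 24.5 h), and at the 26 hours shared by the series it differed between them by 243 on average. The mean of Wee1, on chromosome 7 from 117265864 to 117285626, was 347 ± 167 (SD), with an average difference of 86.5 between the series. Smc1a was predicted from Chek1 at a lag of 3 samples (1.5 h) with F = 13.8 in series 1 (permutation test, p = 0.00064, 0.00267 after adjustment, positive coefficient) and F = 30.2 in series 2, partly interpolated. Wee1 to Chek1 was listed at a lag of 1 sample (0.5 h) and gave F = 3.14 in series 1 (permutation test, p = 0.0829, 0.109 after adjustment, positive coefficient) and F = 9.09 in series 2, partly interpolated. Wee1 to Chek1 was in the network computed from the second interval. In other settings the permutation p was 0.0109 for Wee1 to Chek1 on the log2(value + 1) scale and 0.00773 for Wee1 to Chek1 with the 24.5 h library interpolated. On first differences of the series the permutation p was 0.355 for Chek1 to Smc1a and 0.0399 for Wee1 to Chek1.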

We further note that Chek1 interacts with Smc1a and Wee1 in Fig. 5. Syljuåsen et al. (2005) have shown that inhibition of Chek1 in S-phase cells triggers rapid phosphorylation of Smc1a, suggesting a regulatory association between the two genes during S phase of the cell cycle to protect DNA breakage and promote DNA repair [79]. Chek1 phosphorylates and positively regulates Wee1 in the DNA replication checkpoint [82] and in the G2 DNA damage checkpoint [83]. Additionally, Wee1 inhibition diminishes Chek1 phosphorylation in cells that are undergoing replicative stress [84].

#### Atm

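E2f4, on chromosome 8 from 107821563 to 107829269, had a mean value of 842 ± 143 (SD, n = 47 libraries of series 1 from 1 h to 24.5 h), and at the 26 hours shared by the series it differed between them by 124 on average. For Atm, on chromosome 9 from 53247254 to 53344845, the mean was 315 ± 121 (SD) and the difference between the series 78.5. Skp2 was measured at 459 ± 144 (SD), and the difference between the series averaged 83.6. The mean of Cdc7 was 208 ± 109.7 (SD), with an average difference of 48.3 between the series. Adding E2f4 at a lag of 1 sample (0.5 h) to the past of Atm gave F = 0.595 in series 1 (permutation test, p = 0.433, 0.464 after adjustment, positive coefficient) and F = 2.42 in series 2, partly interpolated. From Skp2 to Atm, listed at a lag of 1 sample (0.5 h), the single-pair test gave F = 16 in series 1 (permutation test, p = 0.00035, 0.00191 after adjustment, positive coefficient) and F = 14.7 in series 2, partly interpolated. Atm was predicted from Cdc7 at a lag of 1 sample (0.5 h) with F = 12.9 in series 1 (permutation test, p = 0.00074, 0.00284 after adjustment, positive coefficient) and F = 12 in series 2, partly interpolated. Of these pairs, the network computed from the second interval held Skp2 to Atm and Cdc7 to Atm. The permutation p became 0.0423 for E2f4 to Atm on the log2(value + 1) scale. With first differences in place of values, the permutation p was 0.102 for Skp2 to Atm and 0.0703 for Cdc7 to Atm.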

We note the E2f4 → Atm, Skp2 → Atm and Cdc7 → Atm edges in Fig. 5. E2F transcription factors not only regulate many genes required for entry into S phase, but also take part in DNA repair by transcriptionally regulating Atm [85]. Wu et al. (2012) have examined the role of Skp2 in DNA damage response and repair by showing its recruitment and activation of Atm during DNA double-strand breaks [86]. Cdc7, involved in initiation and progression of DNA replication during S phase, further plays role in DNA repair by activating the Atm/Atr-Chek1 checkpoint pathway [87].

#### Trp53

The interaction of Trp53 with Mcm3 and Orc1, both of which are key components of the pre-replicative complex, is shown in Fig. 5. 

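Mcm3 had a mean value of 1583 ± 761 (SD, n = 47 libraries of series 1 from 1 h to 24.5 h), and at the 26 hours shared by the series it differed between them by 420.1 on average. Mcm3 to Trp53 was listed at a lag of 1 sample (0.5 h) and gave F = 9.41 in series 1 (permutation test, p = 0.0029, 0.00722 after adjustment, positive coefficient) and F = 2.01 in series 2, partly interpolated. Adding Orc1 at a lag of 1 sample (0.5 h) to the past of Trp53 gave F = 10.4 in series 1 (permutation test, p = 0.00183, 0.00559 after adjustment, positive coefficient) and F = 3.03 in series 2, partly interpolated. The network computed from the second interval held Mcm3 to Trp53. The permutation p on first differences was 0.568 for Orc1 to Trp53.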

Trp53 controls the initiation of replication and entry into S phase by regulating proliferation related genes such as Mcm3, Orc1, and Cdc6 [88, 89]. Furthermore, the Pkmyt1 → Trp53 interaction has been detected in the reconstruction of the S phase regulatory network. 

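Pkmyt1, on chromosome 17 from 23863303 to 23873696, had a mean value of 200.95 ± 130.2 (SD, n = 47 libraries of series 1 from 1 h to 24.5 h), and at the 26 hours shared by the series it differed between them by 77.4 on average. From Pkmyt1 to Trp53, listed at a lag of 1 sample (0.5 h), the single-pair test gave F = 0.948 in series 1 (permutation test, p = 0.345, 0.381 after adjustment, positive coefficient) and F = 0.0025 in series 2, partly interpolated. The network computed from this interval held the pair in the listed direction.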

Price et al. (2002) have shown that Pkmyt1 can negatively regulate Trp53-induced apoptosis in response to DNA damage in the S phase or the G2 phase [90].

#### Mdm2

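Cdk1, on chromosome 10 from 68799383 to 68815686, had a mean value of 2002 ± 1540.4 (SD, n = 47 libraries of series 1 from 1 h to 24.5 h), and at the 26 hours shared by the series it differed between them by 1005 on average. The mean of Mdm2 was 1119 ± 211 (SD), with an average difference of 255 between the series. Ttk, on chromosome 9 from 83728296 to 83765997, averaged 229 ± 184 (SD), and the series differed by 114. Mdm2 was predicted from Cdk1 at a lag of 1 sample (0.5 h) with F = 2.81 in series 1 (permutation test, p = 0.102, 0.129 after adjustment, positive coefficient) and F = 0.47 in series 2, partly interpolated. Ttk to Mdm2 was listed at a lag of 1 sample (0.5 h) and gave F = 2.51 in series 1 (permutation test, p = 0.121, 0.15 after adjustment, positive coefficient) and F = 2.6 in series 2, partly interpolated. None of these pairs was in the network computed from the second interval. By permutation, p was 0.047 for Cdk1 to Mdm2 with the 24.5 h library interpolated and 0.0479 for Ttk to Mdm2 with the 24.5 h library interpolated. For first differences, permutation gave a p of 0.0287 for Cdk1 to Mdm2 and 0.0346 for Ttk to Mdm2.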

The Cdk1 → Mdm2 and Ttk → Mdm2 interactions can be seen in Fig. 5. Mdm2 is known to be phosphorylated by Cyclin A-Cdk1 complexes at the onset of S phase to reduce its interaction with Trp53 [91]. Ttk phosphorylates Mdm2 which facilitates oxidative DNA damage repair and cell survival during the S-phase [92].

#### Pre-replicative complex

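Adding Mcm3 at a lag of 2 samples (1 h) to the past of Cdc45 gave F = 13.5 in series 1 (permutation test, p = 0.00061, 0.00266 after adjustment, positive coefficient) and F = 16.7 (p = 0.00055) in series 2 at measured hours. The network computed from this interval held the pair in the listed direction. On first differences of the series the permutation p was 0.532 for Mcm3 to Cdc45.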

We see the interaction of Mcm3 with Cdc45 in Fig. 5. Mcm3 and Cdc45, both interacting components of the pre-replicative complex [93–95], are known to dissociate from the origin DNA and associate with non-origin DNA and move with replication forks at the beginning of S phase [96, 97]. In addition, Cdc45 loading onto the chromatin in the S phase is required to activate the helicase activity of the MCM complex [98, 99]. We note the Cdc6 → Cdk2 edge; Cdc6 has been shown to activate Cdk2 to initiate DNA replication and G1-S phase progression [100, 101]. 

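Cdc6 had a mean value of 293 ± 207 (SD, n = 47 libraries of series 1 from 1 h to 24.5 h), and at the 26 hours shared by the series it differed between them by 97.9 on average. From Cdc6 to Cdk2, listed at a lag of 2 samples (1 h), the single-pair test gave F = 33.4 in series 1 (permutation test, p = 1e-05, 0.000316 after adjustment, positive coefficient) and F = 10.5 (p = 0.00438) in series 2 at measured hours. The network computed from this interval held the pair in the listed direction. No p under 1e-05 is possible with these draws.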

Cdc6 is known to activate Cdk2 to prevent re-replication during S and G2 phases [102]. Dbf4 → Cdk1 can be seen in Fig. 5; Cdk1 is known to target the Dbf4-Cdc7 kinase at the end of S phase to prevent re-replication in G2/M [103, 104].

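Dbf4 had a mean value of 609 ± 351 (SD, n = 47 libraries of series 1 from 1 h to 24.5 h), and at the 26 hours shared by the series it differed between them by 241 on average. Cdk1 was predicted from Dbf4 at a lag of 1 sample (0.5 h) with F = 2.21 in series 1 (permutation test, p = 0.142, 0.171 after adjustment, positive coefficient) and F = 0.455 in series 2, partly interpolated. The pair was not in the network computed from this interval.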

Further description of S phase-specific interactions is provided in supplementary text in Additional file 2.

### G2/M phase

G2 phase is the third phase of the cell cycle in which the cell rapidly grows, protein synthesis occurs, and the cell prepares to enter mitosis. During mitosis, the replicated chromosomes are separated into two nuclei and the cell is divided into two daughter cells. Additional file 5 consists of the entire list of interactions estimated in reconstruction of the G2/M phases. In this section, we investigate the main G2/M signaling pathways predicted in our study (shown in Fig. 6).

#### Ttk

We note the Ttk → Bub1, Ttk → Mad2l1, and Ttk → Bub1b interactions in Fig. 6. 

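Ttk had a mean value of 239.6 ± 180.1 (SD, n = 51 libraries of series 1 from 1 h to 28.5 h), and at the 29 hours shared by the series it differed between them by 105 on average. Bub1, on chromosome 2 from 127626858 to 127657601, averaged 425 ± 339.5 (SD), and the series differed by 215. For Mad2l1, on chromosome 6 from 66485384 to 66491027, the mean was 526 ± 362 (SD) and the difference between the series 223. Bub1b, on chromosome 2 from 118423947 to 118467328, was measured at 624 ± 494 (SD), and the difference between the series averaged 322. Ttk to Bub1 was listed at a lag of 1 sample (0.5 h) and gave F = 10.1 in series 1 (permutation test, p = 0.00223, 0.0053 after adjustment, positive coefficient) and F = 43.4 in series 2, partly interpolated. Adding Ttk at a lag of 1 sample (0.5 h) to the past of Mad2l1 gave F = 3.79 in series 1 (permutation test, p = 0.0614, 0.0784 after adjustment, positive coefficient) and F = 10.9 in series 2, partly interpolated. From Ttk to Bub1b, listed at a lag of 2 samples (1 h), the single-pair test gave F = 10.8 in series 1 (permutation test, p = 0.00233, 0.00545 after adjustment, positive coefficient) and F = 15.3 (p = 0.00134) in series 2 at measured hours. All the pairs were in the network computed from the third interval. In other settings the permutation p was 0.0165 for Ttk to Mad2l1 on the log2(value + 1) scale and 0.00358 for Ttk to Mad2l1 with the 24.5 h library interpolated. With first differences in place of values, the permutation p was 0.448 for Ttk to Bub1 and 0.882 for Ttk to Bub1b.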

Studies have revealed that Mph1 (Ttk homologue), which localizes to the kinetochores only at prometaphase (second phase of mitosis), is required for the recruitment of Bub1 and other spindle assembly checkpoint components [105, 106]. Ttk promotes closed Mad2l1 production and subsequent assembly of the mitotic checkpoint complex (MCC) to activate the spindle checkpoint assembly [107]. Huang et al. (2008) have reported that Ttk is one of the major kinases required for Bub1b phosphorylation which is essential for the mitotic checkpoint and also for kinetochores to establish microtubule attachments during G2/M [108].

#### Mad2l1-Mad1l1

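Espl1, on chromosome 15 from 102126724 to 102154787, had a mean value of 351 ± 273 (SD, n = 51 libraries of series 1 from 1 h to 28.5 h), and at the 29 hours shared by the series it differed between them by 141 on average. Bub3, on chromosome 7 from 138703905 to 138715412, averaged 1433 ± 415 (SD), and the series differed by 248. For Mad1l1, on chromosome 5 from 140484643 to 140797506, the mean was 490.1 ± 176 (SD) and the difference between the series 123. Rad21, on chromosome 15 from 51794151 to 51823306, was measured at 1736 ± 623 (SD), and the difference between the series averaged 599.6. Mad2l1 was predicted from Espl1 at a lag of 1 sample (0.5 h) with F = 22.1 in series 1 (permutation test, p = 0.00556, 0.0107 after adjustment, positive coefficient) and F = 15.6 in series 2, partly interpolated. Mad2l1 to Bub1b was listed at a lag of 3 samples (1.5 h) and gave F = 12.1 in series 1 (permutation test, p = 0.00176, 0.00453 after adjustment, positive coefficient) and F = 7.86 in series 2, partly interpolated. Adding Bub3 at a lag of 3 samples (1.5 h) to the past of Mad1l1 gave F = 11.2 in series 1 (permutation test, p = 0.00197, 0.00491 after adjustment, positive coefficient) and F = 0.21 in series 2, partly interpolated. From Rad21 to Mad1l1, listed at a lag of 5 samples (2.5 h), the single-pair test gave F = 10.3 in series 1 (permutation test, p = 0.00284, 0.00645 after adjustment, positive coefficient) and F = 0.23 in series 2, partly interpolated. Espl1 to Mad2l1, Mad2l1 to Bub1b and Rad21 to Mad1l1 were in the network computed from the third interval. The permutation p became 0.0951 for Rad21 to Mad1l1 with the 24.5 h library interpolated. The permutation p on first differences was 0.364 for Mad2l1 to Bub1b and 0.318 for Rad21 to Mad1l1.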

The Espl1 → Mad2l1, Mad2l1 → Bub1b, Bub3 → Mad1l1, and Rad21 → Mad1l1 edges can be seen in Fig. 6. The Espl1-Mad2l1 interaction has been confirmed as a regulatory mechanism required for sister chromatid segregation [109]. Further, the spindle assembly checkpoint components Mad2l1 and Bub1b are known to act cooperatively to assemble the mitotic checkpoint complex and to prevent premature chromatid separation at the mitotic checkpoint [110–112]. Multiple studies have indicated that Mad1l1 forms a complex with Bub3 during the cell cycle and is crucial for spindle checkpoint function [113–115]. There is evidence that knockdown of MAD proteins is correlated with Rad21 cleavage to promote sister chromatid segregation [116].

#### Bub1b-Bub1-Bub3

The Bub1b → Cdc20 and Bub1b → Plk1 edges can be seen in Fig. 6. 

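Cdc20, on chromosome 4 from 118105506 to 118109957, had a mean value of 719.8 ± 647 (SD, n = 51 libraries of series 1 from 1 h to 28.5 h), and at the 29 hours shared by the series it differed between them by 341 on average. Plk1, on chromosome 7 from 129302951 to 129313389, averaged 709 ± 629 (SD), and the series differed by 333. Cdc20 was predicted from Bub1b at a lag of 3 samples (1.5 h), the strongest of 2 listed lags, with F = 30.2 in series 1 (permutation test, p = 0.00011, 0.000772 after adjustment, positive coefficient) and F = 1.2 in series 2, partly interpolated. Bub1b to Plk1 was listed at a lag of 1 sample (0.5 h) and gave F = 38.7 in series 1 (permutation test, p = 0.00014, 0.000901 after adjustment, positive coefficient) and F = 19.9 in series 2, partly interpolated, with the opposite sign. All the pairs were in the network computed from the third interval. By permutation, p was 0.872 for Bub1b to Plk1 on the log2(value + 1) scale.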

Studies have shown that a checkpoint function of Bub1b is to inhibit the activity of Anaphase Promoting Complex (APC/C) by blocking the binding of Cdc20 to APC/C [117–119]. Furthermore, Bub1b binds to Cdc20 to inhibit APC activity in interphase, allowing the accumulation of Cyclin B in G2 phase prior to M-phase entry [120]. Bub1b localizes to centrosomes and suppresses centrosome amplification via regulating Plk1 activity during interphase [121]. In addition, Bub1b brings about the action of Plk1 at kinetochores for appropriate chromosome alignment during prometaphase [122].

#### Cdk1

We see the interaction of Cdk1 with Bub1b and Rbl1 in Fig. 6. 

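Cdk1 had a mean value of 2083 ± 1509 (SD, n = 51 libraries of series 1 from 1 h to 28.5 h), and at the 29 hours shared by the series it differed between them by 941 on average. Rbl1 was measured at 177 ± 91.1 (SD), and the difference between the series averaged 62.9. Adding Cdk1 at a lag of 1 sample (0.5 h), the strongest of 4 listed lags, to the past of Bub1b gave F = 52.9 in series 1 (permutation test, p = 1e-05, 0.000206 after adjustment, positive coefficient) and F = 58.1 in series 2, partly interpolated. From Rbl1 to Cdk1, listed at a lag of 5 samples (2.5 h), the strongest of 3 listed lags, the single-pair test gave F = 7.83 in series 1 (permutation test, p = 0.00746, 0.0136 after adjustment, positive coefficient) and F = 6.6 in series 2, partly interpolated. Each of these pairs was also in the network computed from the third interval. For first differences, permutation gave a p of 0.058 for Rbl1 to Cdk1. A p of 1e-05 is the smallest the draws can give.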

Phosphorylation of Bub1b by Cdk1 is required for mitotic spindle checkpoint arrest and promotes the formation of the kinetochore during G2/M [123]. It has been reported that Cdk1 phosphorylates pRB (retinoblastoma protein) in mitotic cells [36, 124, 125], while our model captures the interaction of Cdk1 with the pRB-related protein, Rbl1.

The network of Fig. 6 depicts the edges Cdk1 → Ccnb2, Wee1 → Cdk1, and Pkmyt1 → Cdk1. 

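Ccnb2, on chromosome 9 from 70255496 to 70269361, had a mean value of 404 ± 344 (SD, n = 51 libraries of series 1 from 1 h to 28.5 h), and at the 29 hours shared by the series it differed between them by 243 on average. Wee1 averaged 351 ± 161 (SD), and the series differed by 86.6. For Pkmyt1 the mean was 207 ± 127 (SD) and the difference between the series 77.2. Ccnb2 was predicted from Cdk1 at a lag of 7 samples (3.5 h) with F = 17.6 in series 1 (permutation test, p = 0.00037, 0.00159 after adjustment, positive coefficient) and F = 20.6 in series 2, partly interpolated. Wee1 to Cdk1 was listed at a lag of 2 samples (1 h), the strongest of 2 listed lags, and gave F = 16.5 in series 1 (permutation test, p = 0.00026, 0.00128 after adjustment, positive coefficient) and F = 26.5 (p = 5e-05) in series 2 at measured hours. Adding Pkmyt1 at a lag of 1 sample (0.5 h) to the past of Cdk1 gave F = 6.53 in series 1 (permutation test, p = 0.0137, 0.0223 after adjustment, positive coefficient) and F = 5.83 in series 2, partly interpolated. Wee1 to Cdk1 and Pkmyt1 to Cdk1 were in the network computed from the third interval. On first differences of the series the permutation p was 0.436 for Cdk1 to Ccnb2 and 0.27 for Wee1 to Cdk1.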

B-type cyclins form a complex with Cdk1 and this complex accumulates through late S and G2 phases of the cell cycle [126] and the activation of the Cyclin B-Cdk1 kinase is needed for entry into the G2/M phase [127, 128]. It is widely accepted that Cdk1 activity is regulated through its inhibitory phosphorylation by Wee1 and Pkmyt1, leading to activation of the G2/M arrest which prevents premature entry into mitosis [129–132].

#### Ccnb2

We can see the Cdc20 → Ccnb2 and Cdc25b → Ccnb2 edges in Fig. 6. It is known that APC/C-Cdc20 interaction can mediate cyclin B degradation which consequently prevents Cdk1 activity from reaching excessively high levels [133] and that the spindle assembly checkpoint acts on Cdc20 to block the degradation of Cyclin B during metaphase [134]. 

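Cdc25b, on chromosome 2 from 131012685 to 131024233, had a mean value of 278 ± 177 (SD, n = 51 libraries of series 1 from 1 h to 28.5 h), and at the 29 hours shared by the series it differed between them by 135 on average. From Cdc20 to Ccnb2, listed at a lag of 4 samples (2 h), the strongest of 2 listed lags, the single-pair test gave F = 4.01 in series 1 (permutation test, p = 0.055, 0.0711 after adjustment, positive coefficient) and F = 17.8 (p = 0.00036) in series 2 at measured hours. Ccnb2 was predicted from Cdc25b at a lag of 3 samples (1.5 h) with F = 28 in series 1 (permutation test, p = 1e-05, 0.000206 after adjustment, positive coefficient) and F = 1.43 in series 2, partly interpolated. Each of these pairs was also in the network computed from the third interval. In other settings the permutation p was 0.00264 for Cdc20 to Ccnb2 on the log2(value + 1) scale. A p of 1e-05 is the smallest the draws can give.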

The Cdc25 phosphatases are known to dephosphorylate and therefore activate the Cdk1-Cyclin B complexes [135–137].

#### Espl1

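Smc1a had a mean value of 1354 ± 363 (SD, n = 51 libraries of series 1 from 1 h to 28.5 h), and at the 29 hours shared by the series it differed between them by 244 on average. Espl1 to Ccnb2 was listed at a lag of 5 samples (2.5 h), the strongest of 2 listed lags, and gave F = 32.5 in series 1 (permutation test, p = 1e-05, 0.000206 after adjustment, positive coefficient) and F = 8.16 in series 2, partly interpolated. Adding Cdk1 at a lag of 1 sample (0.5 h) to the past of Espl1 gave F = 14.4 in series 1 (permutation test, p = 0.00053, 0.00202 after adjustment, positive coefficient) and F = 0.472 in series 2, partly interpolated. From Espl1 to Smc1a, listed at a lag of 3 samples (1.5 h), the single-pair test gave F = 4.78 in series 1 (permutation test, p = 0.0325, 0.0465 after adjustment, positive coefficient) and F = 12.3 in series 2, partly interpolated. Bub1 was predicted from Espl1 at a lag of 1 sample (0.5 h) with F = 32.9 in series 1 (permutation test, p = 0.00368, 0.00774 after adjustment, positive coefficient) and F = 67 in series 2, partly interpolated. All the pairs were in the network computed from the third interval. The permutation p became 0.134 for Espl1 to Smc1a with the 24.5 h library interpolated. With first differences in place of values, the permutation p was 0.212 for Espl1 to Ccnb2 and 0.923 for Cdk1 to Espl1. No p under 1e-05 is possible with these draws.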

The Espl1 → Ccnb2, Cdk1 → Espl1, Espl1 → Smc1a, and Espl1-Bub1 interactions are shown in Fig. 6. Espl1 binds to Cyclin B during anaphase, a required step in anaphase to shut down Cdk1 activity, to achieve abrupt and simultaneous separation of sister chromatids [138–140]. It is widely accepted that Espl1 triggers anaphase (fourth phase of mitosis) by initiating cleavage of cohesin multiprotein complex which includes the Smc1a subunit [141]. Studies have determined the role of Bub1 in the timing of Espl1 activation and hence regulation of anaphase [142, 143]. The supplementary text in Additional file 2 provides an extended description of G2/M phase-specific network identified in our study.

## Discussion

Mammalian cell cycle is a dynamic process orchestrated by the activation of distinct molecular players across time. Canonical characterization of the cell cycle as a static network fails to provide temporal mechanistic insights on the control exerted by the proteins during different phases of the cycle. In this study, we use an exhaustive and fine-grained time series expression dataset capturing the cell cycle of MEF primary cells to develop a temporally evolving dynamical network for the cell cycle progression. While our reconstruction is based on using the transcriptome, and there could be differences between the transcriptome and the proteome abundances [144–147], we believe that the broad conclusions are substantiated by mechanisms reported in the literature. For example, studies have revealed that certain classes of genes, such as cell cycle genes, have higher correlation of mRNA expression with the corresponding protein expression across a large number of genes [148, 149], justifying our use of the transcriptome across time to investigate the cell cycle. Using a set of 63 key cell cycle genes, we show that our causality-driven approach provides a temporal map of the phases of the cell cycle.

The mechanistic changes in the RNA-seq time-course data are identified by a change point detection algorithm which enables us to infer the timing of cell cycle phases and their duration with no prior biological knowledge. Through our computational analysis, the G1, S, and G2/M phases are estimated to be 14.5 h, 10 h, and 4 h long, respectively. For a typical proliferating mammalian cell with an average cycle span of 24 h, G1 phase lasts about 11 h, S phase about 8 h, G2 phase about 3–4 h, and M phase about 1 hour [150]. However, cell cycle duration varies from one cell type to another; for instance, the average phase duration for the rat embryo PC12 cell line when serum starved for 24 h and then serum treated for 37 h, is roughly 15 h, 13.3 h, and 4 h for the G1, S, and G2/M phases, respectively [151], whereas reports show that the average cell cycle length for MEF cell line is 25.3 h [152, 153].

The three successive directed graphs depicted in Figs. 4, 5, and 6, representing the interaction of cell cycle genes as the cell evolves through the G1, S and G2/M phases of the cell cycle, are derived by utilizing the notion of Granger causality identified by a VAR model. This approach allows for the inference of temporal length of influences each gene has on others. The temporal dependencies are obtained by estimating the optimal order of the VAR model that reveals the sufficient number of lags required to extract useful past information that may influence the expression of other genes.

Among the key G1 phase mechanisms (Fig. 4), we were able to detect the regulation of Rbl1 by Ccnd1 and Cdk4 as a promoting factor in the G1/S transition [55], the role of the retinoblastoma protein in enabling cell growth by targeting E2F and DP transcription factors [37–39], as well as the function of cyclin dependent kinase inhibitors in inducing growth arrest in the G1 phase [51, 52]. The Cdkn2a-Mdm2 interaction which stabilizes the tumor suppressor protein Trp53 [71], the Cyclin E-Cdk2 interaction required for G1/S transition [154], as well as Ccne1’s role in the loading of Mcm3 and Cdc45 onto the chromatin [101, 155, 156] were detected in our reconstruction of the G1 phase network. We were able to detect the recruitment and assembly of Mcm3 and Cdc6 by Orc1 leading to the formation of the pre-replication complex and its assembly onto replication origins prior to S phase [61, 63].

The G1 phase events prepare the cell to initiate DNA replication in the S phase of the cell cycle. The pre-replicative complex is assembled onto each origin prior to S phase and creates licensed origins that can initiate replication by origin firing. Once the cell transitions from G1 phase to the S phase, the licensed origin are converted into active replication forks [157, 158].

Major S-phase regulatory pathways are shown in Fig. 5. The loading of the replicative polymerases through Mcm3 recruitment of Cdc45 [159], along with the intra S-phase checkpoint exerted by Chek1 targeting of Cdc45 and regulation of Cdk2 [78, 80], are among the major S-phase pathways. The network in Fig. 5 further describes the role of Chek1 in stabilizing the replication forks and protecting against DNA breakage through its interaction with Orc1 and Smc1a [76, 79].

During S-phase, Trp53 is involved in regulating initiation of replication by targeting replication-related genes Cdc6, Orc1, and Mcm3 [88]. Furthermore, we detected Cdk1’s role in preventing re-replication during S phase by regulating Dbf4 [104], along with the function of Atm in regulation of DNA damage and DNA repair, captured through Atm’s interaction with Dbf4 and Skp2 [85, 86].

Figure 6 represents significant regulatory pathways characterized in the G2/M phases of the cell cycle such as spindle assembly checkpoint (SAC), mitotic checkpoint assembly, and chromosome segregation. Among these pathways, we detected the formation of mitotic checkpoint complex and the establishment of microtubule attachments during G2/M phases through the function of Ttk-Mad2l1 and Ttk-Bub1 interactions, respectively [106, 108]. Our proposed model for the G2/M phase identifies the Bub3-Mad1l1 interaction essential for spindle checkpoint function [113–115], the cooperative interaction of Mad2l1 and Bub1b that is required for prevention of premature sister chromatid segregation [111], as well as Mad2l1-Chek1 interaction which ensures fidelity of mitotic segregation [160]. In addition, we detected the interactions suggesting the blockage of premature entry into mitosis through Cdk1 phosphorylation by Wee1 and Pkmyt1 [129–132]. It is interesting that Cdk1 phosphorylation not only occurs at an early G2 phase, but may also occur during late S phase [132] as shown in Figs. 5 and 6. We detected Cdk1’s role in preventing re-replication during G2/M by targeting Cdc7 [103], along with the activation of the Cdk1-Cyclin B complex required for G2/M entry [127]. Additionally, we spotted Plk regulation of Cdc20 which activates the anaphase promoting complex, triggering the separation of sister chromatids [161], Plk1’s role in mitotic exit through its interaction with Cdc25b [162], as well as the concurrent and abrupt segregation of sister chromatids through the Espl1-Ccnb2-Cdk1 pathway [138, 140] (Fig. 6).

We also built the above networks by incorporating transcription factors (TFs) in our analysis using TRANSFAC® (2018, release 2) database. We found 25 differentially expressed TFs in our dataset that we considered in this analysis. 

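The lists of Additional file 6 name 23 genes outside the 63, all of them in the deposited table. Each changed more than 2-fold against the starved libraries of its series at 1 or more times, 18 were called by limma over the shared hours and 19 had an adjusted p under 0.05. Their mean values ran from 3.68 for Batf3 to 1554 for Ets1. Batf3, Rfx1, Sox2 and Vdr had adjusted p-values of 0.845, 0.667, 0.473 and 0.353 from limma, and Cux1 passed the p-value and not the size of change.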

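In the paper's lists that include transcription factors, 186, 194 and 179 pairs of the 3 intervals join cell cycle genes. Of these, 124, 182 and 168 are also in the paper's lists of the 63 genes alone, where redrawing the sources of each target at random gives 16.1, 16.9 and 14.7 (permutation test, one-sided, p = 0.0001 for each, the smallest the draws can give). The networks computed here from the 63 genes shared 84, 104 and 126 of them, against 27.3, 22.8 and 22.1 by chance (p = 0.0001 for each by permutation).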

There is significant overlap between the intra-cell cycle gene interactions when comparing the results from the 63 cell cycle genes-based network model and that from the 63 cell cycle genes- and 25 TFs-based network model. The list of all interactions for the TFs and cell cycle genes for the G1, S and G2/M phases is included in Additional file 6. We validated our inference through STRING database for intra-cell cycle interactions, and through Enrichr libraries [163, 164] for those involving TFs. We also calculated the precision metric for the network reconstructed using the dataset incorporating TFs. Additional file 2: Table S2 shows the precision metric for the three networks.

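Counted in Additional file 6, the precision of the paper's lists with transcription factors is 0.728, 0.669 and 0.656, from 182, 170 and 160 true positive and 68, 84 and 84 false positive pairs. Of the edges computed here for the 63 genes, 20.9, 32.7 and 38.9 percent were in the paper's lists without these factors.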

## Conclusions

In this work, we reconstruct causal mechanisms and networks across time during a mammalian cell cycle. Our integrative framework provides insight into the temporal behavior of MEF cell cycle. Through our computational analysis of the time series data from cell cycle genes, without any prior knowledge, we estimate the G1, S and G2/M phases of the cell cycle to last approximately 14.5, 10 and 4 h, respectively. Using the data from each cell cycle phase, we reconstruct phase specific networks, and detect key regulatory interactions essential to passage of the cell through cell cycle checkpoints. Since we utilize a higher order VAR model, the delay between the synthesis of the transcript and its corresponding protein is taken into account, justifying our use of temporal gene expression data in our analysis. Moreover, the average optimal order for genes participating in each regulatory pathway is used as a means to determine the temporal dependencies between multiple biological pathways in the three successive cell cycle regimes that transcends the current understanding of temporal interdependency of cellular mechanisms in the biology literature.

## Methods

### RNA-seq data

The gene expression profiles are acquired through a RNA-seq experiment for serum response of Cf-1 MEF primary cells (E13 embryos), the purpose being to transcriptionally characterize the changes in the cell cycle genes as the cell cycle progresses. In order to synchronize the cell cycle, after the cells are incubated in starvation medium (0.5% FCS) for 36 h, serum is added to reach 20%, to re-initiate the cell cycle. RNA isolation is performed using Trizol RNA extraction protocol. The RNA-seq data is aligned using the STAR RNA-seq aligner [165] and the read counts are normalized using the HOMER software [166]. Samples are taken 1 hour before the addition of serum, right before the addition of serum and every half hour after serum addition. This sampling routine is carried out for approximately two cell cycles. The raw time-series data is then processed to determine the fold-change in expression for each gene by dividing the expression level of each sample by the average of the expression levels at samples taken 1 hour before serum addition and right before serum addition.

### Change point detection algorithm

Change Point Detection (CPD) is a non-parametric method based on sequential application of Singular Spectrum Analysis (SSA) to detect changes in time-series [22, 167]. SSA is a powerful method for time-series analysis that is based on applying principal component analysis to the trajectory matrix acquired from the original time series. Basic SSA has four main steps:

1. Embedding: In this step, the trajectory matrix *X* is built from the original time series, *x*_*t*_, where every column of this matrix is a vector that lies in an *M*-dimensional space *ℝ*^*M*^.
2. Singular value decomposition (SVD): The singular value decomposition of the lag-covariance matrix *R* = *XX*^*T*^ provides *M* eigenvalues and eigenvectors and principal components.
3. Grouping: The principal components are split into two groups *I* and *I*′. The *l* principal components in group *I* provide a good description of the time series. This leads to decomposition of the trajectory matrix $$ X={X}_I+{X}_{I^{\prime }} $$.
4. Diagonal averaging: Through this step, the matrices *X*_*I*_ and $$ {X}_{I^{\prime }} $$ are uniquely mapped to their respective time-series *z*_*t*_ and *ε*_*t*_.

The SSA captures the structure of the time-series by selecting the *l* eigen-vectors, which span an *l*-dimensional subspace. 

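Cdkn2d, on chromosome 9 from 21092907 to 21095653, had the lowest mean of the 63 genes. Its fold change reached 3.51 in series 1, in the 24.5 h library that lay farthest from its neighbours, and 1.16 in series 2. Its series were joined at an offset of 3 samples, which left 125 samples. With 37 components, the first held 29.4% of the variation, the second 24.5% and the third 13.6%, 67.6% together, and the first 8 held 83.6%. It took 20 components to reach 95%. With 10 components, the alternative that moved this most, the first 3 held 86.3% and the first 8 98.1%. Over the 63 genes the first 3 held a median of 81.5%, from 41.9% for Cdc14b to 97.2% for Ccnd1.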

Figure 9a and b show the scree plot and explained variance of eigenvalues, respectively when SVD is applied to the time-course data of Cdkn2d.

**Fig. 9:**
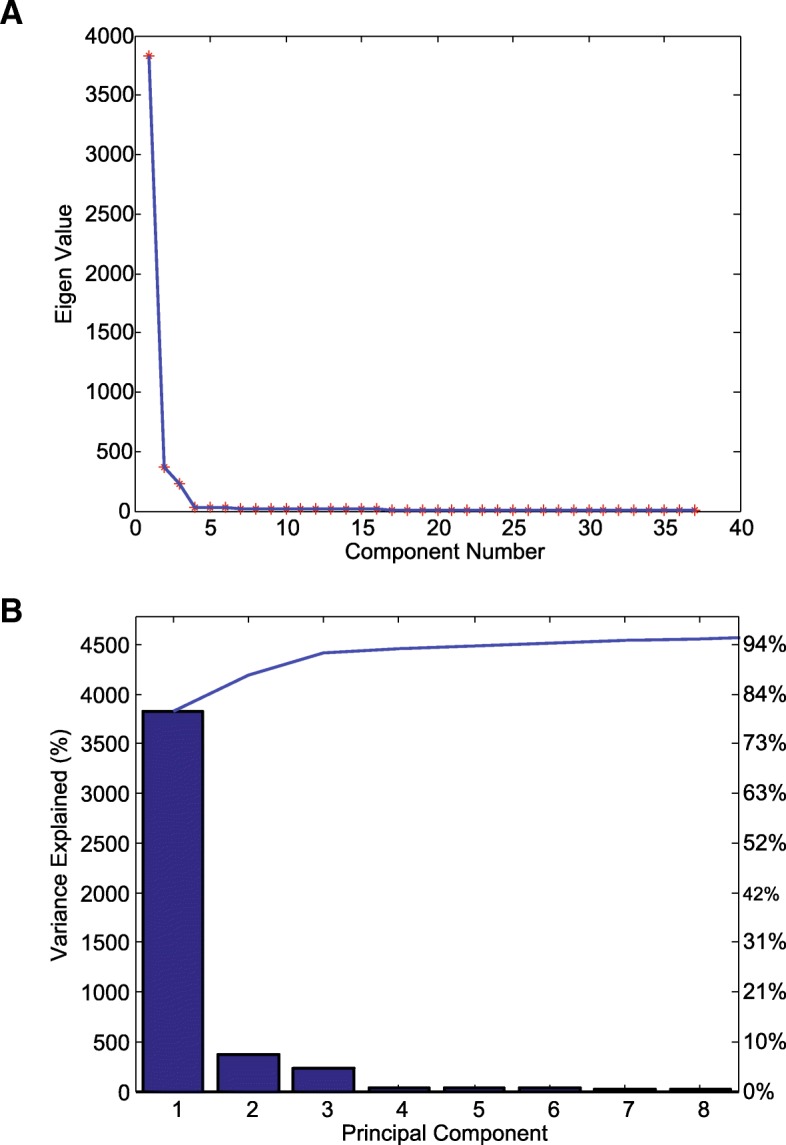
Principal Components of Cdkn2d gene expression profile. **a** Scree plot of the Eigenvalues shows the ordered eigenvalues of the lag-covariance matrix corresponding to the gene expression profile of Cdkn2d. We can see a dramatic change in slope of the eigenvalue plot at the fourth component. Therefore, from what is observed in this plot, it is reasonable to retain the first three largest eigenvalues and group them together to select the set *I*. **b** Explained variance for the first eight largest principal components that explain 95% of the cumulative variation. The fourth and higher components explain very little variation and thus the first three largest eigenvalues can be grouped together in group *I*

This helps choose the number of eigenvalues that capture sufficient variation in the time series (see the trend of Cdkn2d time-series displayed by the three largest eigenvalues in Fig. 10). Change point detection can be achieved by sequentially applying SVD to the lag-covariance matrices computed in time intervals of length *N*, [*n* + 1,  *n* + *N*], and selecting a group of *l* eigenvectors determining an *l*-dimensional subspace. If at a particular time *τ*, an increase in the distance between the *l*-dimensional hyperplane spanned by the eigenvectors of the lag-covariance matrix and the M-lagged vectors *X*_*j*_ (*x*_*j* + 1_,  … , *x*_*j* + *M*_), *j* ≥ *τ*, occurs, the algorithm postulates a change point. A cumulative sum-type statistic is computed based on the distance between the *l*-dimensional subspace and the vectors *X*_*j*_ and compared against a threshold; every time the test statistic exceeds the threshold, a change point is detected. Figure 11 depicts the detection of change points in the time-series for Cdkn2d time-series. The change points detected are representative of a structural change in the mechanism generating the time-series (see the supplementary methods in Additional file 2).

**Fig. 10:**
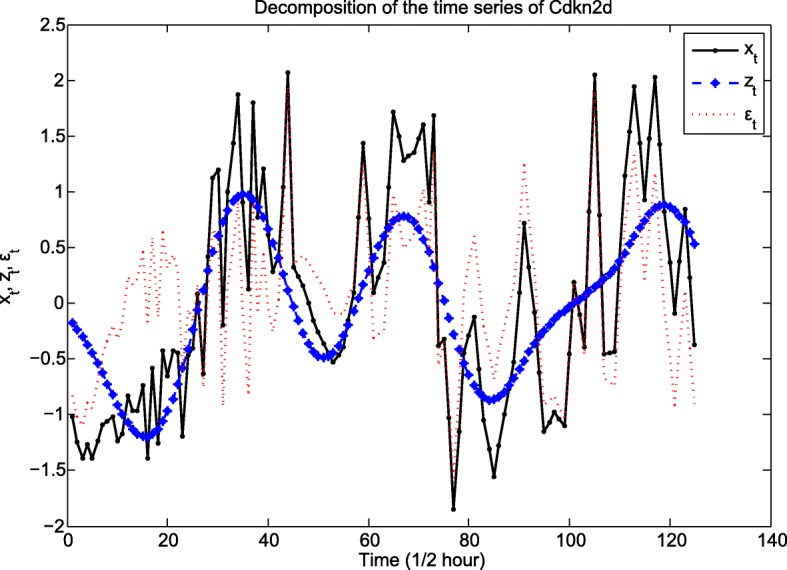
Decomposition of Cdkn2d time series into the main signal and noise. This plot depicts the time series *x*_*t*_ for the gene expression profile of Cdkn2d (black curve), along with its decomposition into two time series *z*_*t*_ and *ε*_*t*_. *z*_*t*_ (blue curve) corresponds to the time series reconstruction from matrix *X*_*I*_ that is built from the three largest eigenvalues of the lag-covariance matrix, and *ε*_*t*_ (red dotted curve) corresponds to the time series reconstruction from matrix $$ {X}_{I^{\prime }} $$ that is built from the remaining eigenvalues of the lag-covariance matrix

**Fig. 11:**
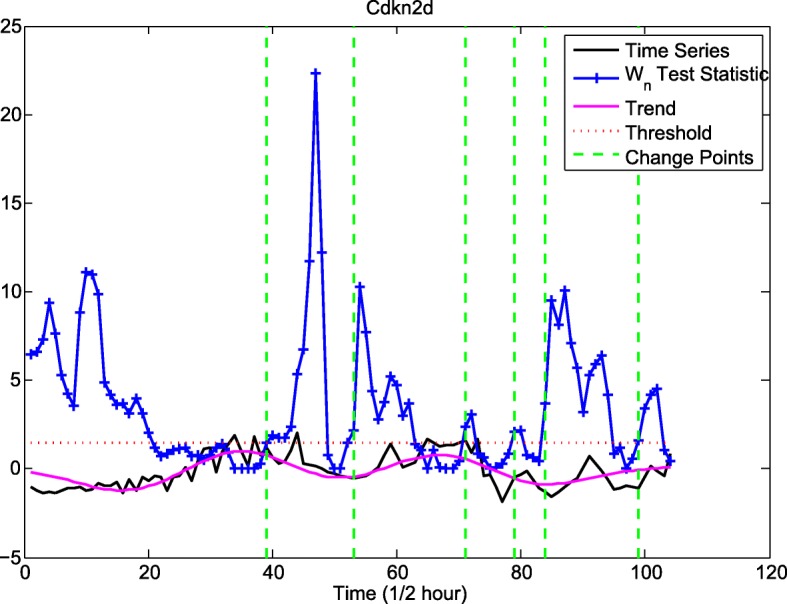
Plot of change points for Cdkn2d time series. The black curve is the original RNA-seq time series data for Cdkn2d, *x*_*t*_. The pink curve corresponds to *z*_*t*_ which is the trend of the time series. The blue curve is the plot of the *W*_*n*_ test statistic calculated through the CPD algorithm. The dotted red curve is the threshold *h* which is used in the decision rule. Every time the *W*_*n*_ test statistic exceeds the threshold, a change point is selected (green dotted lines)

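The algorithm announced 5 change points for Cdkn2d, at 21.5 h, 28 h, 37.5 h, 39.5 h and 42 h of the joined series. In 1000 series drawn from a Poisson distribution at a constant level and the depths of the libraries, the number of change points was 7 in the median, with a central 95% of 3 to 12, so the number for Cdkn2d lies within the range of a constant level. The first 3 components of the drawn series held 30.8% of the variation in the median (central 95%, 19.8% to 63.6%), and 1.1% of the draws reached the share of Cdkn2d, a comparison added after the number of change points had been seen.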

### Granger causality

Granger causality is a notion based on the ability to predict the future value of one process using the past values of another process [25]. This notion was first introduced in macroeconomics and has proven useful in providing the direction of information flow; however it is not equivalent to true causality. Granger causality provides information about numerical information and prediction, while true causality is profoundly related to the influence of one variable onto another. Formally, a time series *x* is said to Granger-cause a time series *y* if the future value of *y* can be better predicted given the past values of *x* and *y*, (*x*_*t* − 1_, *x*_*t* − 2_, … , *y*_*t* − 1_, *y*_*t* − 2_, … ), than predicting the future of *y*_*t*_ given only the past values itself, (*y*_*t* − 1_, *y*_*t* − 2_, … ). This statistical concept of causality can be well represented by the VAR model for linear relationships [24]. A *d*-order VAR model of a *k* dimensional time series is given by:

3 $$ y(t)=v+{A}_1y\left(t-1\right)+{A}_2y\left(t-2\right)+\dots +{A}_dy\left(t-d\right)+\varepsilon (t) $$

where *y*(*t*) = (*y*_1_(*t*), *y*_2_(*t*),  … , *y*_*k*_(*t*))^*T*^ is a (*k* × 1) random vector, *y*_*i*_(*t*) is the measurement at time *t* of the *i*^*th*^ random variable, *A*_*l*_ is a (*k* × *k*) autoregressive coefficient matrix, ***v*** is a (*k* × 1) vector of intercepts and *ε*(*t*) = (*ε*_1_(*t*), *ε*_2_(*t*),  … , *ε*_*k*_(*t*))^*T*^ is a *k*-dimensional error vector of random variables with zero mean and covariance matrix ∑.

A necessary and sufficient condition for variable *y*_*j*_ to be Granger-causal for *y*_*i*_ is that the corresponding coefficient *a*_*ijl*_ (*ij*^*th*^ entry of *A*_*l*_, *l* = 1, … , *d*) is statistically significant [168, 169]. Therefore, the direction of information flow can be determined by estimating the autoregressive coefficient matrices of the VAR model. The optimal order of the VAR model can be estimated via the minimum description length (MDL) principle.

### Estimation stability with cross validation

Considering the time series (*y*_1_, … , *y*_*T*_) for each of the *k* variables, the VAR model in Eq. (3) can be written compactly in the following matrix form [170]:

4 $$ Y=\varphi X+\varepsilon $$

where *Y* = (*y*_1_,  … , *y*_*T*_)^*T*^ is a (*T* × *k*) matrix whose columns are time series for each of the *k* random variables with sample size *T*, *φ* = (*φ*_0_,  … , *φ*_*T* − 1_)^*T*^ is a (*T* × (*kd* + 1)) matrix with *φ*_*t*_ = (1; *y*(*t*);  … ; *y*(*t* − *d* + 1))^*T*^, *X* = (*v*, *A*_1_, *A*_2_,  … , *A*_*d*_)^*T*^ is a ((*kd* + 1) × *k*) coefficient matrix and *ε* = (*ε*_1_,  … , *ε*_*T*_)^*T*^ is a (*T* × *k*) matrix. For each of the *k* columns of matrices *Y*, *X*, and *ε*, we have the following linear regression model

5 $$ {y}_i=\varphi {x}_i+{\varepsilon}_i,\kern0.5em i=1,\dots, k $$

We are interested in recovering vector *x*_*i*_ ∈ *ℝ*^*kd* + 1^ from the observation *y*_*i*_ ∈ *ℝ*^*T*^ and *φ*. Since *φ* ∈*ℝ*^*T* × (*kd* + 1)^, and *T* ≪ *kd* + 1, we have an underdetermined system of linear equations, and this linear inverse problem cannot be solved uniquely. However, if *x*_*i*_ is sufficiently sparse, i.e., the support of *x*_*i*_ has small cardinality, it is actually possible to recover *x*_*i*_ by solving the following *ℓ*_0_ minimization problem [171, 172]:

6 $$ {\widehat{x}}_i=\min \left\Vert {x}_i\right\Vert {}_0\kern0.75em subject\ to\kern0.5em {y}_i=\varphi {x}_i,\kern0.5em i=1,\dots, k $$

where ‖*x*_*i*_‖_0_ denotes the number of nonzero coefficients of *x*_*i*_. Since *ℓ*_0_ minimization is an NP-hard problem, it can be relaxed to an *ℓ*_1_-norm regularization that can be a heuristic for finding a unique sparse solution [173]:

7 $$ {\widehat{x}}_i=\min\ {\left\Vert {y}_i-\varphi {x}_i\right\Vert}_2+\lambda\ {\left\Vert {x}_i\right\Vert}_1\kern0.5em ,\kern0.5em i=1,\dots, k $$

Note that *ℓ*_1_-norm regularization in Eq. (6) is strictly related to the Least Absolute Shrinkage and Selection Operator (LASSO) problem [174]:

8 $$ {\widehat{x}}_i=\min \frac{1}{2}{\left\Vert {y}_i-\varphi {x}_i\right\Vert}_2^2+\lambda\ {\left\Vert {x}_i\right\Vert}_1,\kern0.75em i=1,\dots, k $$

The regularization parameter *λ* in the LASSO sets a trade-off between the fit error $$ {\left\Vert {y}_i-\varphi {x}_i\right\Vert}_2^2 $$ and the sparsity of the signal *x*_*i*_. In order to choose the desired *λ*, one can use traditional model selection criteria, such as Akaike’s information criterion (*AIC*) [175] and Bayesian information criterion (*BIC*) [176]. These criteria are easily computed, though are dependent on model assumptions and even if model assumptions are met, they may not be valid in the finite sample cases. The regularization parameter *λ* is often selected through the model-free Cross-validation (CV) approach [177, 178]. CV often leads to estimators with good predictive performance when sample size is large. In the cases where sample size is small, CV does not yield a good interpretable model because LASSO + CV is unstable and not reliable for scientific interpretations [179]. In this work, we observed that selecting *λ* through *Estimation Stability with Cross Validation* (ES-CV) leads to more meaningful and interpretable results [180]. Estimation stability (ES) is based on the idea that the solution is not meaningful if it varies considerably from sample to sample. The LASSO generates a family of solutions known as the solution path:

9 $$ {\widehat{x}}_i\left[\lambda \right]=\mathit{\operatorname{minimize}}\ {\left\Vert {y}_i-\varphi {x}_i\right\Vert}_2^2+\uplambda {\left\Vert {x}_i\right\Vert}_1 $$

We want to choose *λ* in the solution path based on estimation stability. Since ES is tightly tied to the sampling scheme, we need multiple solution paths to evaluate stability. Cross-validation data perturbation is used to randomly partition the *T* samples into *V* groups of pseudo data sets by leaving out one group at a time. Let *φ*^∗^[*j*], *y*_*i*_^∗^[*j*] represent the *j*^*th*^ pseudo data set (random partition) derived from *φ* and *y*_*i*_, respectively. The pseudo solutions are given by:

10 $$ {\widehat{x}}_i\left[j;\lambda \right]=\mathit{\operatorname{minimize}}{\left\Vert {y_i}^{\ast}\left[j\right]-{\varphi}^{\ast}\left[j\right]{x}_i\right\Vert}_2^2+\lambda {\left\Vert {x}_i\right\Vert}_1 $$

for *j* = 1, … , *V*, *i* = 1, … , *k*. ES measures the stability or similarity of pseudo solutions across different groups of samples. For each *λ*, the stability of the following estimates

11 $$ {\widehat{y}}_i\left[j;\lambda \right]=\varphi {\widehat{x}}_i\left[j;\lambda \right],\kern0.5em j=1,\dots, V,\kern0.5em i=1,\dots, k $$

are studied by looking at the sample variance of the estimates

12 $$ \widehat{VAR}\left({\widehat{y}}_i\left[\lambda \right]\right)=\frac{1}{V}{\sum}_{j=1}^V{\left\Vert {\widehat{y}}_i\left[j;\lambda \right]-{\overline{\widehat{y}}}_i\left[\lambda \right]\right\Vert}_2^2,\kern0.75em j=1,\dots, V,\kern0.5em i=1,\dots, k $$

where

$$ {\overline{\widehat{y}}}_i\left[\lambda \right]=\frac{1}{V}{\sum}_{j=1}^V{\widehat{y}}_i\left[j;\lambda \right]. $$

The normalized version of the sample variance is defined as the estimation stability metric:

13 $$ ES\left(\lambda \right)=\frac{\widehat{VAR}\left({\widehat{y}}_i\left[\lambda \right]\right)}{{\left\Vert {\overline{\widehat{y}}}_i\left[\lambda \right]\right\Vert}_2^2} $$

*ES* is the reciprocal of the test statistic for testing the null hypothesis *H*_0_ : *φx*_*i*_ = 0, and can be viewed as a selection of *λ* as a set of hypothesis tests; for each *λ* we are testing to see if the fit $$ {\widehat{y}}_i\left[\lambda \right] $$ is statistically different from fitting the null model (*φx*_*i*_ = 0).

The most statistically significant solution along the solution path is the one whose ES metric has the largest reciprocal. Therefore, the most statistically significant solution is the one that locally minimizes the *ES* metric. In the case where noise overwhelms the signal (high noise), *y* bears no relation to *φ* and *ES* proposes inadvertent local minima. Thus, cross-validation is incorporated into finding the solution (ES-CV) (see Fig. 12a). ES-CV further limits the choice of *λ* to the local minimum of *ES*(*λ*) that is greater than or equal to the choice of cross-validation (see Fig. 12b) [179, 180].

**Fig. 12:**
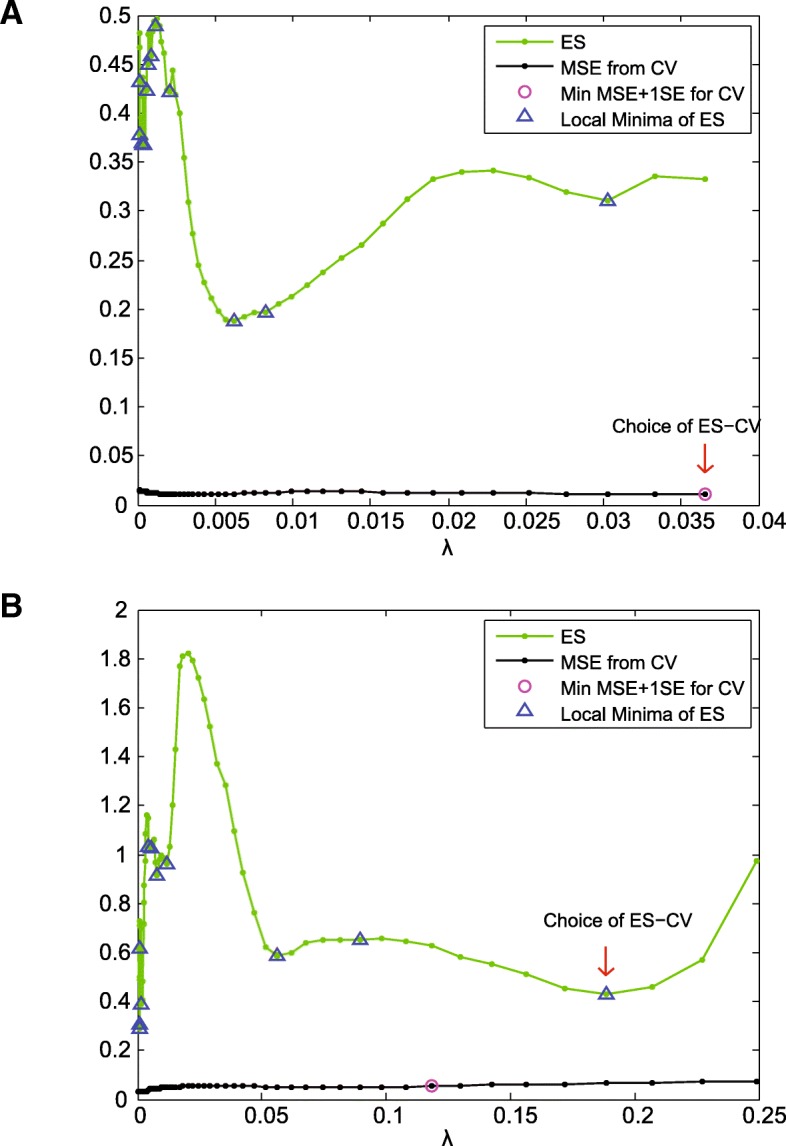
Estimation Stability with Cross Validation (ES-CV). The green curves are the plot of the ES metric. The black curves are the plot of mean squared error (MSE) through cross validation. The blue triangles identify the *λ* at which the local minima of the ES metric occur. The pink circles indicate the largest *λ* such that MSE is within one standard error of the minimum MSE. **a** In the case where noise overwhelms the data, ES fails and CV is incorporated. We can note that between the choice of CV (pink circle) and the choice of ES (blue triangles), ES-CV picks the larger *λ*. **b** We can note that the ES-CV approach selects a larger *λ* compared to the choice of cross validation. Hence, the choice of *λ* selected through ES-CV leads to a sparser solution than that of CV

### Minimum description length

The optimal order of the VAR model can be estimated through model selection approaches such as Minimum Description Length (MDL) [26]. MDL selects a model that provides the shortest description of data. Description length for observations *y*^*T*^ = {*y*_1_, *y*_2_,  … , *y*_*T*_} from a parametric family $$ \mathcal{M}=\left\{f\left({y}^T|\theta \right):\theta \in \Theta \right\} $$ is $$ -\mathit{\log}{f}_{\theta}\left({y}^T\right)+\mathcal{L}\left(\theta \right) $$, where the first term is the cost function and the second term is the cost of transmitting the estimated parameter *θ*. For a linear regression model in eq. (3), the observation *y* has the following description length:

14 $$ DL=\frac{T}{2}\log RSS+\frac{d}{2}\log T;\kern0.5em d=1,2,\dots, {d}_{max} $$

where *RSS* denotes the residual sum of squares and *d* is the order of the VAR model in Eq. 3. The optimal order is selected such that the code length in Eq. 14 is minimized:

15 $$ {d}_{opt}=\mathit{\operatorname{minimize}}\ \frac{T}{2}\log RSS+\frac{d}{2}\log T;\kern0.5em d=1,2,\dots, {d}_{max} $$

### Precision

Precision or confidence indicates the proportion of predicted positive edges that are real positives [181]. In other words, Precision is a measure of accuracy of the predicted positives:

$$ Precision=\frac{True\ Positives}{True\ Positives+ False\ Positives} $$

These methods have been implemented in Matlab® (Mathworks, Inc.).

## Additional files

Additional file 1: List of 63 cell cycle genes and their full names.

Additional file 2: Supplementary methods and supplementary text.

Additional file 3: Complete list of interactions identified in reconstruction of G1 phase in the {1–14.5} hour interval.

Additional file 4: Complete list of interactions identified in reconstruction of G1 phase followed by S phase in the {1–24.5} hour interval.

Additional file 5: Complete list of interactions identified in reconstruction of the G1 and S phases followed by G2/M phases in the {1–28.5} hour interval.

Additional file 6: Complete list of interactions identified in reconstruction of the three networks incorporating transcription factors using data from the {1–14.5} hour, {1–24.5} hour and {1–28.5} hour intervals.

## Abbreviations

AIC: Akaike’s Information Criterion
BIC: Bayesian Information Criterion
CPD: Change Point Detection
CV: Cross Validation
ES-CV: Estimation Stability with Cross Validation
KEGG: Kyoto Encyclopedia of Genes and Genomes
LASSO: Least Absolute Shrinkage and Selection Operator
MDL: Minimum Description Length
MEF: Mouse Embryonic Fibroblast
PCR: Principal Component Regression
PLS: Partial Least Squares
SSA: Singular Spectrum Analysis
SVD: Singular Value Decomposition
VAR: Vector Autoregressive

# Supplementary material for: Time varying causal network reconstruction of a mouse cell cycle
**Source:** BMC Bioinformatics. 2019 May 29;20:294. doi: 10.1186/s12859-019-2895-1
**Supplement:** Supplementary file 2 — Supplementary methods and supplementary text.

Additional File for

Time Varying Causal Network Reconstruction of a Mouse Cell Cycle

Maryam Masnadi-Shirazi, Mano R. Maurya, Gerald Pao, Eugene Ke, Inder M. Verma and Shankar Subramaniam

**This PDF file includes:**

Supplementary Methods

Supplementary Text

Supplementary Tables S1-S2

Supplementary References

Supplementary Methods

Evaluating association between the time-series of two cell cycles

The RNA-seq experiment was done for two cell cycles (for mouse embryonic fibroblast primary cells) following serum starvation and the addition of serum. Serum starvation and refeeding for mammalian cell division does not necessarily result in synchronization of the entire cell population [[1](#_ENREF_1), [2](#_ENREF_2)]. Thus, the two time-series data acquired through RNA-seq does not reflect the behavior of synchronized cells, and therefore they may not have begun at the same occasion of measurements. The time interval separating the start of the two cell cycles is called *delay* or *offset*. A common approach to finding the association between events in two time-series is cross-correlation in which the Pearson product moment correlation is computed for the two time-series [[3](#_ENREF_3)]. The offset is determined by finding the sample at which the highest cross-correlation between the two time-series occurs. Fig. 1 shows the plot of the cross correlation of the two available time-series for Smc1a gene.

Change point detection algorithm

Here we present a detailed description of the change point detection algorithm that was utilized in detecting cell cycle checkpoints in this work. The main idea of this model-free algorithm is built on the basis of singular spectrum analysis (SSA) [[4](#_ENREF_4)]. Basic SSA has the following four steps:

1. **Embedding**

Let $x_{1}, x_{2}, \ldots, x_{T}$ be a time series of length $T$, $M(M\leq T/2)$ be some integer called ‘lag’, and let $K=T-M+1$. Define the trajectory matrix

$X={(x_{ij})}_{ij=1}^{M,K}=\left( \begin{matrix} x_{1} & x_{2} & x_{3} & \ldots& x_{K} \\ x_{2} & x_{3} & x_{4} & \ldots& x_{K+1} \\ \vdots& \vdots& \vdots& \ddots& \vdots\\ x_{M} & x_{M+1} & x_{M+2} & \ldots& x_{T} \end{matrix} \right)$ (1)

Note that the columns of the trajectory matrix $X_{j} (j=1, \ldots, K)$ are vectors that lie in an $M$-dimensional space $\mathbb{R}^{M}$space.

1. **Singular Value Decomposition**

Let $R=XX^{T}$ be the lag-covariance matrix. The Singular Value decomposition (SVD) of $R$ provides us with $M$ eigenvalues, eigenvectors and principal components. $\gamma_{1}, \gamma_{2}, {\ldots, \gamma}_{M}$ denote the eigenvalues of $R$ and $U_{1}, U_{2}, \ldots, U_{M}$ are the corresponding orthonormal eigenvectors of $R$. If $b$ is the number of non-zero eigenvalues, and $V_{i}$ the eigenvector of $X^{T}X$, we have $V_{i}=X^{T}U_{i}$ for $i=1, \ldots, b$. Then SVD of X will yield $X=X_{1}+X_{2},+\ldots, X_{b}$, where $X_{i}=\sqrt{\gamma_{i}}U_{i}V_{i};i=1, .., b$.

1. **Grouping** The indices $\left\{ 1, 2, \ldots, b \right\}$ can be split into two groups $I=\{i_{1}, \ldots, i_{l}\}$ and $I'=\left\{ 1, \ldots, b \right\}\backslash I$. Matrices $X_{I}=\sum_{i\in I} X_{i}$ and $X_{I^{'}}=\sum_{i\notin I} X_{i}$ correspond to group $I$ and $I'$ and lead to the decomposition $X=X_{I}+X_{I^{'}}$.
2. **Diagonal Averaging (Hankelization)**

This step transforms each matrix of the grouped decomposition in the previous step into new time series of length $T$ and is performed by averaging the diagonals $i+j=const$ of the Hankel matrices, $X_{I}$ and $X_{I^{'}}$. Hankelization is an optimal procedure that uniquely defines the one-to-one correspondences between the Hankel matrices $X_{I}$ and $X_{I'}$ and their respective time-series $z_{t}$ and $\varepsilon_{t}$ of length $N$, leading to the decomposition of series $x_{t}$ into two series $z_{t}$ and $\varepsilon_{t}$

$x_{t}=z_{t}+\varepsilon_{t}.$ (2)

$z_{t}$ and the residual series $\varepsilon_{t}$ can be associated with signal and noise respectively.

The distance between the $l$-dimensional subspace selected in step three of the basic SSA and the vectors $X_{j}$ in (1) should stay fairly small for $X_{j}, j>K$, if the time series $x_{t}, t=1, \ldots, T$ continutes for $t>T$ and there is no change in the mechanism generating $x_{t}$. Nonetheless, if at a certain time point $t+\tau$ the mechanism generating $x_{t}$ ($t>T+\tau$) has altered, then we can expect to see an increase in the distance between the $l$-dimensional subspace and the vectors $X_{j}$ for $j>K+\tau$. This is equivalent to saying that a change in the structure of the time series pushed the vectors $X_{j}$ out of the subspace.

Change point detection can be achieved by sequentially applying the SVD to the lag-covariance matrices computed in time intervals of length $N$, $[n+1, n+N]$, for each $n$ to accommodate the change point detection algorithm to slow changes in the time series structure.

Let $x_{1}, x_{2}, \ldots, x_{T}$ be a time series of length $T$. Let us choose two integers: the window width N (N≤T), and the lag parameter M (M≤N/2). Also, set K=N-M+1. The iterative change point detection algorithms has the following four steps.

**Step 1.** Construction of the *l*-dimensional space

1. For every suitable $n\geq0$ we construct the trajectory matrix considering the time interval [n+1, n+N]

$X_{B}^{(n)}= \left( \begin{matrix} x_{n+1} & x_{n+2} & x_{n+3} & \ldots& x_{n+K} \\ x_{n+2} & x_{n+3} & x_{n+4} & \ldots& x_{n+K+1} \\ \vdots& \vdots& \vdots& \ddots& \vdots\\ x_{n+M} & x_{n+M+1} & x_{n+M+2} & \ldots& x_{n+N} \end{matrix} \right)$ (3)

These matrices are called *base matrices*. The columns of the base matrix $X_{B}^{(n)}$ are vectors $X_{j}^{(n)}$:

$$X_{j}^{(n)}={(x_{n+j},\ldots,x_{n+j+M-1})}^{T}$$

2. For each n=0, 1,… we define the lag-covariance matrix $R_{n}=X_{B}^{(n)}{(X_{B}^{(n)})}^{T}$. The singular value decomposition of $R_{n}$ gives us a collection of M eigenvectors.

3. We select a distinct group $I=\{i_{1},\ldots,i_{l}\}$ of *l*<M of these eigenvectors; this determines an *l*-dimensional subspace $\mathcal{L}_{n,I}$ of the M-dimensional space $\mathbb{R}^{M}$ of the vectors$X_{j}^{(n)}$.

**Step 2.** Construction of the Test Matrix

Construct the matrix $X_{T}^{(n)}$ of size M$\times$Q, whose columns are vectors $X_{j}^{(n)}$, $(j=p+1,\ldots,p+Q)$; that is,

$X_{T}^{(n)}=\left( \begin{matrix} x_{n+p+1} & x_{n+p+2} & x_{n+p+3} & \ldots& x_{n+q} \\ x_{n+p+2} & x_{n+p+3} & x_{n+p+4} & \ldots& x_{n+q+1} \\ \vdots& \vdots& \vdots& \ddots& \vdots\\ x_{n+p+M} & x_{n+p+M+1} & x_{n+p+M+2} & \ldots& x_{n+q+M-1} \end{matrix} \right)$ (4)

where $q=p+Q$. This matrix is called *test matrix*.

**Step 3.** Computation of the Detection Statistics

The detection statistics are:

- $\mathcal{D}_{n,I,p,q}$, the sum of squared distances between the vectors $X_{j}^{(n)}$, $(j=p+1,\ldots,q)$ and the *l*-dimensional subspace $\mathcal{L}_{n,I}$ of $\mathbb{R}^{M}$ is calculated as following:

$\mathcal{D}_{n,I,p,q}=\sum_{j=p+1}^{q} {{(X}_{j}^{\left( n \right)})}^{T}X_{j}^{\left( n \right)}-{(X_{j}^{(n)})}^{T}UU^{T}X_{j}^{(n)}$ (5)

where $U$ is the $M\times l$ matrix whose columns $U_{i_{1}}, \ldots, U_{i_{l}}$ are the orthonormal eigenvectors that span the $\mathcal{L}_{n,I}$ subspace.

- $S_{n}={\tilde{\mathcal{D}}}_{n,I,p,q}/\mu_{n,I}$, the normalized sum of squares of distances. Here

${\tilde{\mathcal{D}}}_{n,I,p,q}=\frac{1}{MQ}\mathcal{D}_{n,I,p,q}$ (6)

and $\mu_{n,I}$ is an estimator of the normalized sum of squared distances ${\tilde{\mathcal{D}}}_{j,I,p,q}$ at the time intervals $\left[ j+1,j+m \right]$where the hypothesis of no change can be accepted. It is suggested to use $\mu_{n,I}={\tilde{\mathcal{D}}}_{m,I,0,K}$ where $m$ is the largest value of $m\leq n$ so that the hypothesis of no change has been accepted.

- Cumulative sum-type statistic

$W_{1}=S_{1}$, $W_{n+1}={max\{0,(W}_{n}+S_{n+1}-S_{n}-1/3MQ)\}$, $n\geq1$. (7)

**Step 4:** Decision Rule

The algorithm announces a structural change in the time series, if for some *n* we observe $W_{n}>h$ with the threshold $h=\frac{2t_{\alpha}}{MQ}\sqrt{\frac{1}{3}Q(3MQ-Q^{2}+1)}$, where $t_{\alpha}$ is the $(1-\alpha)$-quantile of the standard normal distribution.

**Choice of Parameters**: Window length N and lag M have to be chosen reasonably. The choice of N determines the smoothness or the effect of changes in the time series, i.e., if N is too large then we may miss changes in the time series. Alternatively, if N is too small we can have too many false alarms and outliers will be recognized as structural changes in the time Series. M is usually chosen to be M=N/2. The choice of $l$ is such that the largest $l$ principal components provide a good description of the signal and the lower $l-M$ components correspond to noise. It is advised to make a visual inspection of the SSA decomposition of the whole time series to choose $l$. A general recommendation for the choice of $p$ is that $p\geq K$ so that the columns of the base and test matrices do not coincide and thus, the change point detection algorithm is more sensitive to changes. In this study, we chose $N=20$, $M=10$, $p=K=11$, $q=12$ and $l=3$.

Fig. 9A shows the plot of the ordered set of eigenvalues of the lag-covariance matrix corresponding to the gene expression profile (time-series) of Cdkn2d. We can notice that the fourth and higher components only explain 5-6% of the cumulative variation (Fig 9B). Therefore, the first three largest eigenvalues of the lag-covariance matrix will provide a good description of the original time series for Cdkn2d. Hence, it is appropriate to group the largest three eigenvalues in set $I$ and the remaining eigenvalues in set $I^{'}$to decompose the time series of Cdkn2d into the main signal $z_{t}$ and noise $\varepsilon_{t}$.

Fig. 10 displays the decomposition of Cdkn2d time series into two separate time series that are reconstructed from the decomposition of the trajectory matrix $X$ into $X_{I}$ and $X_{I^{'}}$. $z_{t}$ is reconstructed from $X_{I}$ which corresponds to group $I$ of eigenvalues, and $X_{I^{'}}$ corresponds to group $I^{'}$ of the eigenvalues. It is obvious that time series $z_{t}$ that corresponds to the three largest principal components does a good job in describing the time series as it follows the main trend of the time series.

In the case of Cdkn2d time series, $l=3$ is chosen. Once $l$ is chosen the CPD algorithm is performed on the time series data. Fig. 11 displays the change points that are detected when CPD algorithm is performed on Cdkn2d time series. We can notice that the change point are declared when the major trend of the time series shifts.

Supplementary Text

Extended description of G1 phase results

**Myc:** In Fig. 4, we can see the connections Myc$\leftrightarrow$Cdc25a, Myc$\leftrightarrow$Cdkn2b, Myc$\leftarrow$Cdkn1b and Crebbp$\to$Myc. It is known that Cdc25a is capable of augmenting Myc-induced apoptosis in G1 [[5](#_ENREF_5)]. Myc represses cyclin dependent kinase inhibitors Cdkn2b during G1 arrest [[6](#_ENREF_6), [7](#_ENREF_7)] and takes part in Cdkn1b degradation [[8](#_ENREF_8), [9](#_ENREF_9)]. Crebbp is known to regulate and stabilize Myc in G1 to prevent inappropriate S phase entry [[10](#_ENREF_10), [11](#_ENREF_11)]. Furthermore, the Myc-Smad2 interaction is captured, while Myc is known to physically interact with Smad2 to inhibit TGF$\beta$ mediated induction of Cdkn2b in the G1 phase [[12](#_ENREF_12)].

**Smad2-4:** We observe the Smad2$\to$Cdkn1a, Smad4$\to$Cdkn1b, Smad2$\to$Rb1 and Skp2$\to$Smad2 connections in Fig. 4 (G1 phase). Studies show that Smad2 knockdown decreases Cdkn1a and releases G0/G1 arrest in mouse embryonic palate mesenchymal (MEPM) cells [[13](#_ENREF_13), [14](#_ENREF_14)]. Also, loss of Smad4 as a tumor suppressor is associated with Cdkn1b downregulation and decreases Rb1 phosphorylation that results in G1-S transition and cell proliferation [[15](#_ENREF_15)]. A recent study shows that Smad2 overexpression results in an increase in Rb1, leading to cell cycle arrest at the G1 to S phase boundary [[16](#_ENREF_16)]. Liu *et al.* (2007) have shown that Tgf$\beta$-induced Skp2 degredation is mediated by the Smad cascade, thereby facilitating cell cycle arrest at the G1/S transition [[17](#_ENREF_17)].

**Cyclin E/Cdk2:** The interaction of Ccne1 with Cdk2, Mcm3, Cdc45 and Cdc6 can be noted in Fig. 4. It is well-known that Ccne1 forms a complex with Cdk2, whose activity is required for the G1/S transition [[18](#_ENREF_18)]. Li *et al.* (2011) have indicated that Mcm3’s phosphorylation by Cyclin E is involved in its loading onto the chromatin during G1 phase and before DNA replication [[19](#_ENREF_19)] and that Cyclin E promotes chromatin loading of Cdc45 and phosphorylation of Cdc6 at the replication origins during the G1/S transition [[20](#_ENREF_20), [21](#_ENREF_21)]. We can also notice the Cdk2$\to$Trp53 interaction where it’s been shown the activation of Trp53 tumor suppressor is required for Cdk2 phosphorylation and progression through G1 phase [[22](#_ENREF_22), [23](#_ENREF_23)].

**Pcna:** The interaction of Pcna with Gadd45a and Trp53 can be observed in Fig. 4. Multiple studies have shown that Gadd45a binds to and interacts with Pcna [[24-26](#_ENREF_24)] and inhibits entry of cell into S phase [[27](#_ENREF_27)]. Furthermore, studies have shown that Trp53 mediates the activation of Pcna expression leading to arrest of cell growth at late G1 phase [[28-30](#_ENREF_28)].

**Abl1 and Hdac2:** We can note the Abl1$\leftrightarrow$Mdm2, Bub3$\to$ Hdac2 in Fig. 4. Research has revealed the role of Abl1 in phosphorylation of Mdm2 which neutralizes the inhibitory effect of Mdm2 on Trp53 in response to DNA damage and stabilizes p53 in an active form [[31-33](#_ENREF_31)]. Yoon *et al.* (2004) have indicated that Bub3 directly interact with Hdac2 sauggesting that the Bub3–HDAC complexes are constituitively present thoughout G1 and G2 phases and may interact with Mad1l1 [[34](#_ENREF_34)].

Extended description of S phase results

**Pre-replicative complex**: We can see the interaction of Mcm3 with Cdc45 in Fig. 5. Mcm3 and Cdc45, both of which are interacting components of the pre-replicative complex [[35-37](#_ENREF_35)] are known to dissociate from the origin DNA and associate with non-origin DNA and move with replication forks at the beginning of S phase [[38](#_ENREF_38), [39](#_ENREF_39)]. In addition, Cdc45’s loading onto the chromatin in the S phase is required to activate the helicase activity of the MCM complex [[40](#_ENREF_40), [41](#_ENREF_41)]. Cdc6 has been shown to activate Cdk2 to initiate DNA replication and G1-S phase progression [[21](#_ENREF_21), [42](#_ENREF_42)], captured by the edge Cdc6$\to$Cdk2 in Fig. 5. Cdc6 is also known to activate Cdk2 to prevent re-replication during S and G2 phases [[43](#_ENREF_43)]. Dbf4$\to$Cdk1 can be seen in Fig. 5; Cdk1 is known to target the Dbf4-Cdc7 kinase at the end of S phase to prevent re-replication in G2/M [[44](#_ENREF_44), [45](#_ENREF_45)].

**Mdm2:** The Cdk1$\to$Mdm2 and Ttk$\to$Mdm2 can be detected in Fig. 5. Mdm2 is known to be phosphorylated by Cyclin A-Cdk1 complexes at the onset of S phase to reduce its interaction with Trp53 [[46](#_ENREF_46)]. Moreover, Ttk phosphorylates Mdm2 which facilitates oxidative DNA damage repair and cell survival during S-phase [[47](#_ENREF_47)].

Extended description of G2/M phase results

**Cdc25b:** The Cdc25b$\to$Plk1 and Cdk1$\to$Cdc25b edges can be noticed in Fig. 6. Studies have concluded that Plk1 not only plays a critical role in mitotic entry and progression through mitosis, but also regulates mitotic exit by phosphorylating Cdc25b which is an activator of APC/C [[48](#_ENREF_48), [49](#_ENREF_49)]. Cdc25 phosphatases are known to be tightly coupled with dephosphorylation and complex assembly of Cdk1 which plays an essential role in the activation of Cdk1 at G2/M [[50](#_ENREF_50), [51](#_ENREF_51)]. On the other hand, an important component of cell cycle regulation at G2/M transition is that Cdk1 phosphorylation targets Cdc25b for degradation [[52](#_ENREF_52)].

**Cdh1:** We can notice the Cdh1$\to$Dbf4 in Fig. 6. Yamada *et al.* (2013) have shown that Dbf4 is targeted for degardation by Cdh1 between late M and early G1 phase which is when DBf4 levels decline during the cell cycle [[53](#_ENREF_53)].

**Plk1:** The Plk1$\to$Cdc20 and Plk1$\to$Pttg1 edges can be noticed in Fig. 6. Plk1 phosphorylates Cdc20 as an essential step in the activation of anaphase promoting complex (APC/C) leading to the release of Espl1 to trigger the cleavage of cohesin and separation of sister chromatids [[54](#_ENREF_54), [55](#_ENREF_55)]. Furthermore, reports show that Pttg1 modulates the mitotic role of the Polo-like kinase (Plk) pathway [[56](#_ENREF_56)].

Supplementary Table S1. List of time-dependent biological processes according to the Reactome pathway database.

|  | **Biological Process** | **Members (Genes)** |
| --- | --- | --- |
| **1** | G0 and Early G1 | Cdk2; E2f4; Rbl1; Tfdp1; Ccne1 |
| **2** | G1 Phase | Cdkn2b; Cdkn2c; E2f4; Skp2; E2f1; Cdkn2d; Ccnd1; Cdkn1b; Cdkn1a; Rb1; Cdkn2a; Cdk4; Ccnh; Tfdp1; Rbl1 |
| **3** | p53-Dependent G1 DNA Damage Response | Ccne1; Trp53; Cdkn1b; Cdkn1a; Atm; Cdk2; Mdm2 |
| **4** | G1/S Transition | Rb1; Skp2; E2f1; Cdkn1b; Cdc25a; Ccne1; Pkmyt1; Orc1; Cdk1; Cdk2; Dbf4; Tfdp1; Cdc45; Mcm3; Wee1; Ccnh; Cdkn1a; Cdc6; Cdc7 |
| **5** | G1/S DNA Damage Checkpoints | Ccne1; Trp53; Cdkn1b; Cdc25a; Atm; Cdk2; Mdm2; Cdkn1a; Chek1 |
| **6** | p53-Independent DNA Damage Response | Cdc25a; Atm; Chek1 |
| **7** | DNA Repair | Pcna; Atm; Ccnh; Prkdc |
| **8** | DNA Replication | Pcna; Cdkn1b; Cdkn1a; Rb1; Orc1; Cdk2; Dbf4; Cdc45; Mcm3; Cdc6; Cdc7 |
| **9** | Unwinding of DNA | Cdc45; Mcm3 |

Supplementary Table S1 (Contd.). List of time-dependent biological processes according to the Reactome pathway database.

|  | **Biological Process** | **Members (Genes)** |
| --- | --- | --- |
| **10** | Removal of licensing factors from origins | Cdkn1b; Cdkn1a; Rb1; Orc1; Cdk2; Mcm3; Cdc6 |
| **11** | G2/M DNA replication checkpoint | Cdk1; Wee1; Pkmyt1; Ccnb2 |
| **12** | Mitotic G2-G2/M phases | Ccnb2; E2f1; Plk1; Cdc25b; Cdc25a; Pkmyt1; Cdk1; Cdk2; Wee1; Ccnh |
| **13** | G2/M Transition | Ccnb2; Plk1; Cdc25b; Cdc25a; Pkmyt1; Cdk1; Cdk2; Wee1; Ccnh |
| **14** | Mitotic Spindle Checkpoint | Mad2l1; Bub3; Bub1b; Mad1l1; Cdc20; Anapc1 |
| **15** | Separation of Sister Chromatids | Smc1a; Mad2l1; Bub1; Bub3; Bub1b; Mad1l1; Smc3; Stag1; Cdc20; Plk1; Espl1; Anapc1; Pttg1; Rad21 |
| **16** | M/G1 Transition | Orc1; Cdk2; Dbf4; Cdc45; Mcm3; Cdc6; Cdc7 |

Supplementary Table S2. Statistics for the reconstructed network of the G1, S and G2/M phases incorporating transcription factors in the analysis.

| Reconstructed Network | Precision | False Discovery Rate |
| --- | --- | --- |
| G1 phase | 0.72 | 0.28 |
| S phase | 0.67 | 0.33 |
| G2/M phase | 0.66 | 0.34 |

**Supplementary References**

1. Cooper S: Mammalian cells are not synchronized in G1‐phase by starvation or inhibition: considerations of the fundamental concept of G1‐phase synchronization. *Cell proliferation* 1998, 31:9-16.

2. Cooper S: Rethinking synchronization of mammalian cells for cell cycle analysis. *Cellular and Molecular Life Sciences CMLS* 2003, 60:1099-1106.

3. Boker SM, Rotondo JL, Xu M, King K: Windowed cross-correlation and peak picking for the analysis of variability in the association between behavioral time series. *Psychological Methods* 2002, 7:338.

4. Moskvina V, Zhigljavsky A: Application of the singular spectrum analysis for change-point detection in time series. *Journal of Time Series Analysis, submitted* 2001.

5. Macdonald K, Bennett MR: cdc25A is necessary but not sufficient for optimal c-myc–induced apoptosis and cell proliferation of vascular smooth muscle cells. *Circulation research* 1999, 84:820-830.

6. Seoane J, Pouponnot C, Staller P, Schader M, Eilers M, Massagué J: TGFβ influences Myc, Miz-1 and Smad to control the CDK inhibitor p15INK4b. *Nature cell biology* 2001, 3:400-408.

7. Staller P, Peukert K, Kiermaier A, Seoane J, Lukas J, Karsunky H, Möröy T, Bartek J, Massagué J, Hänel F: Repression of p15INK4b expression by Myc through association with Miz-1. *Nature cell biology* 2001, 3:392-399.

8. Lutz W, Leon J, Eilers M: Contributions of Myc to tumorigenesis. *Biochimica Et Biophysica Acta (BBA)-Reviews on Cancer* 2002, 1602:61-71.

9. Sicari BM, Troxell R, Salim F, Tanwir M, Takane KK, Fiaschi-Taesch N: c-myc and skp2 coordinate p27 degradation, vascular smooth muscle proliferation, and neointima formation induced by the parathyroid hormone-related protein. *Endocrinology* 2011, 153:861-872.

10. Faiola F, Liu X, Lo S, Pan S, Zhang K, Lymar E, Farina A, Martinez E: Dual regulation of c-Myc by p300 via acetylation-dependent control of Myc protein turnover and coactivation of Myc-induced transcription. *Molecular and cellular biology* 2005, 25:10220-10234.

11. Rajabi HN, Baluchamy S, Kolli S, Nag A, Srinivas R, Raychaudhuri P, Thimmapaya B: Effects of depletion of CREB-binding protein on c-Myc regulation and cell cycle G1-S transition. *Journal of Biological Chemistry* 2005, 280:361-374.

12. Feng X-H, Liang Y-Y, Liang M, Zhai W, Lin X: Direct interaction of c-Myc with Smad2 and Smad3 to inhibit TGF-β-mediated induction of the CDK inhibitor p15 Ink4B. *Molecular cell* 2002, 9:133-143.

13. Koinuma D, Tsutsumi S, Kamimura N, Taniguchi H, Miyazawa K, Sunamura M, Imamura T, Miyazono K, Aburatani H: Chromatin immunoprecipitation on microarray analysis of Smad2/3 binding sites reveals roles of ETS1 and TFAP2A in transforming growth factor β signaling. *Molecular and cellular biology* 2009, 29:172-186.

14. Wang M, Huang H, Chen Y: Smad2/3 is involved in growth inhibition of mouse embryonic palate mesenchymal cells induced by all‐trans retinoic acid. *Birth Defects Research Part A: Clinical and Molecular Teratology* 2009, 85:780-790.

15. Zhang B, Chen X, Bae S, Singh K, Washington M, Datta P: Loss of Smad4 in colorectal cancer induces resistance to 5-fluorouracil through activating Akt pathway. *British journal of cancer* 2014, 110:946-957.

16. Alotaibi M, Kitase Y, Shuler C: smad2 Overexpression reduces the proliferation of the Junctional Epithelium. *Journal of dental research* 2014:0022034514543016.

17. Liu W, Wu G, Li W, Lobur D, Wan Y: Cdh1-anaphase-promoting complex targets Skp2 for destruction in transforming growth factor β-induced growth inhibition. *Molecular and cellular biology* 2007, 27:2967-2979.

18. Koff A, Giordano A, Desai D, Yamashita K, Harper JW, Elledge S, Nishimoto T, Morgan DO, Franza BR, Roberts JM: Formation and activation of a cyclin E-cdk2 complex during the G1 phase of the human cell cycle. *Science* 1992, 257:1689-1694.

19. Li J, Deng M, Wei Q, Liu T, Tong X, Ye X: Phosphorylation of MCM3 protein by cyclin E/cyclin-dependent kinase 2 (Cdk2) regulates its function in cell cycle. *Journal of Biological Chemistry* 2011, 286:39776-39785.

20. Ferguson RL, Maller JL: Centrosomal localization of cyclin E-Cdk2 is required for initiation of DNA synthesis. *Current Biology* 2010, 20:856-860.

21. Jiang W, Wells NJ, Hunter T: Multistep regulation of DNA replication by Cdk phosphorylation of HsCdc6. *Proceedings of the National Academy of Sciences* 1999, 96:6193-6198.

22. Zalzali H, Nasr B, Harajly M, Basma H, Ghamloush F, Ghayad S, Ghanem N, Evan GI, Saab R: CDK2 Transcriptional Repression Is an Essential Effector in p53-Dependent Cellular Senescence—Implications for Therapeutic Intervention. *Molecular Cancer Research* 2015, 13:29-40.

23. Nevis KR, Cordeiro-Stone M, Cook JG: Origin licensing and p53 status regulate Cdk2 activity during G1. *Cell Cycle* 2009, 8:1952-1963.

24. Vairapandi M, Azam N, Balliet AG, Hoffman B, Liebermann DA: Characterization of MyD118, Gadd45, and proliferating cell nuclear antigen (PCNA) interacting domains PCNA impedes MyD118 and Gadd45-mediated negative growth control. *Journal of Biological Chemistry* 2000, 275:16810-16819.

25. Hall PA, Kearsey JM, Coates PJ, Norman DG, Warbrick E, Cox LS: Characterisation of the interaction between PCNA and Gadd45. *Oncogene* 1995, 10:2427-2433.

26. Chen I-T, Smith ML, O'Connor PM, Fornace Jr AJ: Direct interaction of Gadd45 with PCNA and evidence for competitive interaction of Gadd45 and p21Waf1/Cip1 with PCNA. *Oncogene* 1995, 11:1931-1937.

27. Smith ML, Chen I-T, Zhan Q, Bae I, Chen C-Y, Gilmer TM, Kastan MB, O'Connor PM, Fornace AJ: Interaction of the p53-regulated protein Gadd45 with proliferating cell nuclear antigen. *Science* 1994, 266:1376-1380.

28. Morris GF, Bischoff JR, Mathews MB: Transcriptional activation of the human proliferating-cell nuclear antigen promoter by p53. *Proceedings of the National Academy of Sciences* 1996, 93:895-899.

29. Shivakumar CV, Brown DR, Deb S, Deb SP: Wild-type human p53 transactivates the human proliferating cell nuclear antigen promoter. *Molecular and Cellular Biology* 1995, 15:6785-6793.

30. Xu J, Morris GF: p53-mediated regulation of proliferating cell nuclear antigen expression in cells exposed to ionizing radiation. *Molecular and cellular biology* 1999, 19:12-20.

31. Goldberg Z, Sionov RV, Berger M, Zwang Y, Perets R, Van Etten RA, Oren M, Taya Y, Haupt Y: Tyrosine phosphorylation of Mdm2 by c‐Abl: implications for p53 regulation. *The EMBO journal* 2002, 21:3715-3727.

32. Sionov RV, Moallem E, Berger M, Kazaz A, Gerlitz O, Ben-Neriah Y, Oren M, Haupt Y: c-Abl neutralizes the inhibitory effect of Mdm2 on p53. *Journal of Biological Chemistry* 1999, 274:8371-8374.

33. Zuckerman V, Lenos K, Popowicz GM, Silberman I, Grossman T, Marine J-C, Holak TA, Jochemsen AG, Haupt Y: c-Abl phosphorylates Hdmx and regulates its interaction with p53. *Journal of Biological Chemistry* 2009, 284:4031-4039.

34. Yoon Y-M, Baek K-H, Jeong S-J, Shin H-J, Ha G-H, Jeon A-H, Hwang S-G, Chun J-S, Lee C-W: WD repeat‐containing mitotic checkpoint proteins act as transcriptional repressors during interphase. *FEBS letters* 2004, 575:23-29.

35. Maric M, Maculins T, De Piccoli G, Labib K: Cdc48 and a ubiquitin ligase drive disassembly of the CMG helicase at the end of DNA replication. *Science* 2014, 346:1253596.

36. Bruck I, Kaplan DL: GINS and Sld3 compete with one another for Mcm2-7 and Cdc45 binding. *Journal of Biological Chemistry* 2011, 286:14157-14167.

37. Hardy CF: Identification of Cdc45p, an essential factor required for DNA replication. *Gene* 1997, 187:239-246.

38. Aparicio OM, Weinstein DM, Bell SP: Components and dynamics of DNA replication complexes in S. cerevisiae: redistribution of MCM proteins and Cdc45p during S phase. *Cell* 1997, 91:59-69.

39. Tanaka T, Knapp D, Nasmyth K: Loading of an Mcm protein onto DNA replication origins is regulated by Cdc6p and CDKs. *Cell* 1997, 90:649-660.

40. Zou L, Stillman B: Formation of a preinitiation complex by S-phase cyclin CDK-dependent loading of Cdc45p onto chromatin. *Science* 1998, 280:593-596.

41. Masuda T, Mimura S, Takisawa H: CDK‐and Cdc45‐dependent priming of the MCM complex on chromatin during S‐phase in Xenopus egg extracts: possible activation of MCM helicase by association with Cdc45. *Genes to Cells* 2003, 8:145-161.

42. Lunn CL, Chrivia JC, Baldassare JJ: Activation of Cdk2/Cyclin E complexes is dependent on the origin of replication licensing factor Cdc6 in mammalian cells. *Cell Cycle* 2010, 9:4533-4541.

43. Petersen BO, Lukas J, Sørensen CS, Bartek J, Helin K: Phosphorylation of mammalian CDC6 by cyclin A/CDK2 regulates its subcellular localization. *The EMBO Journal* 1999, 18:396-410.

44. Knockleby J, Kim BJ, Lee H: Cdk1 prevents DNA rereplication in G2/M by phosphorylating and facilitating the removal of Cdc7 from chromatin at the end of S phase. *Cancer Research* 2013, 73:575-575.

45. Nougarède R, Della Seta F, Zarzov P, Schwob E: Hierarchy of S-phase-promoting factors: yeast Dbf4-Cdc7 kinase requires prior S-phase cyclin-dependent kinase activation. *Molecular and Cellular Biology* 2000, 20:3795-3806.

46. Hu W, Feng Z, Levine AJ: The regulation of multiple p53 stress responses is mediated through MDM2. *Genes & cancer* 2012, 3:199-208.

47. Yu Z-C, Huang Y-F, Shieh S-Y: Requirement for human Mps1/TTK in oxidative DNA damage repair and cell survival through MDM2 phosphorylation. *Nucleic acids research* 2015:gkv1173.

48. Lobjois V, Jullien D, Bouché J-P, Ducommun B: The polo-like kinase 1 regulates CDC25B-dependent mitosis entry. *Biochimica et Biophysica Acta (BBA)-Molecular Cell Research* 2009, 1793:462-468.

49. Lobjois V, Froment C, Braud E, Grimal F, Burlet-Schiltz O, Ducommun B, Bouche J-P: Study of the docking-dependent PLK1 phosphorylation of the CDC25B phosphatase. *Biochemical and biophysical research communications* 2011, 410:87-90.

50. Timofeev O, Cizmecioglu O, Settele F, Kempf T, Hoffmann I: Cdc25 phosphatases are required for timely assembly of CDK1-cyclin B at the G2/M transition. *Journal of Biological Chemistry* 2010, 285:16978-16990.

51. Kumagai A, Dunphy WG: The cdc25 protein controls tyrosine dephosphorylation of the cdc2 protein in a cell-free system. *Cell* 1991, 64:903-914.

52. Baldin V, Cans C, Knibiehler M, Ducommun B: Phosphorylation of human CDC25B phosphatase by CDK1-cyclin A triggers its proteasome-dependent degradation. *Journal of Biological Chemistry* 1997, 272:32731-32734.

53. Yamada M, Watanabe K, Mistrik M, Vesela E, Protivankova I, Mailand N, Lee M, Masai H, Lukas J, Bartek J: ATR–Chk1–APC/CCdh1-dependent stabilization of Cdc7–ASK (Dbf4) kinase is required for DNA lesion bypass under replication stress. *Genes & development* 2013, 27:2459-2472.

54. Eckerdt F, Strebhardt K: Polo-Like Kinase 1: Target and Regulator of Anaphase-Promoting Complex/Cyclosome–Dependent Proteolysis. *Cancer research* 2006, 66:6895-6898.

55. Hyun S-Y, Sarantuya B, Lee H-J, Jang Y-J: APC/C Cdh1-dependent degradation of Cdc20 requires a phosphorylation on CRY-box by Polo-like kinase-1 during somatic cell cycle. *Biochemical and biophysical research communications* 2013, 436:12-18.

56. Bouchet A, Sakakini N, Atifi ME, Clec'h C, Bräuer‐Krisch E, Rogalev L, Laissue JA, Rihet P, Le Duc G, Pelletier L: Identification of AREG and PLK1 pathway modulation as a potential key of the response of intracranial 9L tumor to microbeam radiation therapy. *International Journal of Cancer* 2015, 136:2705-2716.

How the deposited data were processed for this re-analysis (not part of the article)

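RNA of mouse embryonic fibroblasts was sequenced in 2 series after serum was added to starved cells. The deposited values are a normalized signal, made by the authors with STAR alignment to mm9, counting on exons with HOMER and scaling of each library to the same total. The matching of columns to libraries was taken from the library names alone. Of 96 columns 95 were used, and 1 was left out because its name matches no library. The depth recovered from the smallest step of each column had a median of 10832566 reads over all libraries, and between 94.2% and 96.2% of the low values were whole multiples of that step. Intervals and floors cover counting error only.

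Fold changes were taken against the mean of the starved libraries of the same series, and a gene counted as changed when any library after serum was above 2 or below 0.5. Differences between starved cells and shared hours were tested with limma 3.58.1 in R 4.3.3 on log2(value + 1), with trend and robust options off, an adjusted p under 0.05 and a log2 change above 1 in size. An added test on whole reads used edgeR 4.0.16. Pairing of the series by hour was checked over 406 pairs of hours, whose correlations between series had a median of 0.303.

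Both series were interpolated linearly to every 0.5 h where they had no library. The change point algorithm was run on series 1 followed by series 2 without its first samples up to the offset, standardized per gene, with N 20, M 10, p 11, q 12, l 3 and alpha 0.01. Orders up to 9 were chosen by minimum description length with LASSO fits over 60 values of lambda and 5 folds. Listed edges were tested singly with 100000 permutations of the residuals, and overlaps of lists with 10000 draws. Counts of listed edges were set against other sources by 10000 random draws, each edge drawn independently. Values of genes in an interval are the mean and SD over libraries of series 1. These steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9.

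Each step was tested on simulated data. The 2-fold rule recovered 200 of 200 changed genes and limma 190 of 200, with 3 unchanged genes called. LASSO recovered 63 of 63 planted edges among 107 called. The single-pair test gave a p under 0.05 in 99.9% of dependent and 8.4% of independent pairs, above the nominal share. The first version of the change point test, which asked for any crossing near a weaker planted change, missed some of the planted changes. The criterion was then changed to the place of the highest statistic after a stronger change, and 200 of 200 were located, against 20.6% by chance.

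The genes named are the 63 cell cycle genes, the transcription factors of Additional file 6, the edges named in the Results, and the 5 genes with the largest mean rise and the 5 with the largest mean fall at a shared hour among those called and changed the same way in both series. Alternatives covered the baseline, pseudocounts, filters on low values, scaling, settings of the change point algorithm, folds and lambda, and leaving out either series or each starved library. Hours sampled in series 1 only were left out of the limma test because they have no replicate. Networks with transcription factors were not computed, and the paper's lists of them were counted instead.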

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

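The tests on mitotic genes were chosen after the difference between the starved libraries had been seen, and what each would show was set down before it was run.

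The change from starved cells to the shared hours differed between the series in 2163 genes by an interaction term in limma, 994 of them higher and 1169 lower in the starved cells of series 2, and in 2124 genes with TMM rescaling, 1208 higher and 916 lower, so which direction has more genes depends on the scaling. Among genes of sister chromatid separation, 14 of 14 were higher in the starved libraries of series 2, by a median log2 ratio of 0.93. TMM rescaling left 0.97 and taking out the trend over GC content 0.84, so neither accounts for it. Random lists of genes of like expression lay lower, which put these genes at percentile 100. At 20 h to 24 h the ratio was -0.37 with 0 of the genes higher in series 2, so the difference was not kept at those hours and its sign turned. More dividing cells in series 2 at the time of serum may explain this, a hypothesis found and examined on the same libraries. A difference between the cultures or library batches stays open, since each series is a single culture.

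Outside the 63 genes, 7329 genes differed between starved cells and the shared hours by limma. Apart from the transcription factors in its lists, of which 18 were called, the paper does not report on them gene by gene. Counting noise alone gave 0.324 of the number of genes past 2-fold, so it accounts for part of that number and not for the whole. The response to serum and the time in culture change together here, and no test separated them.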

How the results depend on the processing

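The alternatives were set before the data were examined, apart from some chosen after seeing the data. These were the edgeR test on whole reads, minimum means of 50, 100 and 200 and the edge tests at measured hours alone. Also chosen then were the interpolated 24.5 h and 35 h libraries and each library of series 1 replaced in turn. The last were series 1 ended 2 h earlier and the removal of the GC trend.

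With the replicate block, the series as a covariate, 8352 genes differed between starved cells and the shared hours, and they include all 7365 found without it. Of the 63 genes 7 more were called with it. The edgeR test called 4938 of 11222 genes, 4513 of them shared. Leaving out 1 starved library or 1 series gave 6935 to 12538 genes, the latter without series 2 and with no test. For 2-fold changes, the same hour and direction in both series gave 8378 genes and 28 cell cycle genes, and rises only gave 6610. Minimum means of 50, 100 and 200 gave 8111, 6805 and 5081 genes. Without 1 series the cell cycle genes ranged from 32 without series 1 to 58. The median value of the 63 genes in the first interval was 445 in series 2. The cause was not tested.

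The offset of Smc1a was 6 samples with hourly samples and 6 with Pearson correlation over the overlapping samples. Change points within 0.5 h of 14.5 h numbered 4 with N 16 and M 8, 29 on the log2 scale, 11 with series 2 followed by series 1, 9 with hourly samples, 35 with normalization by the base window and 10 without the GC trend. Within 0.5 h of 24.5 h they numbered 0 with series 2 first, 16 with hourly samples, 19 with the time at the end of the test window and 19 with the 24.5 h library interpolated. Within 0.5 h of 28.5 h they numbered 11 with N 16 and M 8, 3 with series 2 first, 0 at the end of the test window, 32 with the 35 h library interpolated and 0 with series 1 ended earlier. With 1 series alone the count near 14.5 h ranged from 11 to 17, and series 1 alone gave 29 near 24.5 h. For series 2 alone near 24.5 h and for either series alone near 28.5 h the count was 0 by necessity, since the test window reaches past the end of the series. The zeros given above come from joined series and were not fixed in this way. Apart from the replacements described under the observations, the cause was not tested.

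The first 3 components of Cdkn2d held 86.3% with M 10, 69.5% without series 2 and 61.8% on the log2 scale. The order of Ccnh was 3 on the log2 scale, with cross-validation and with another partition, that of Dbf4 3 on the log2 scale and 6 with cross-validation, and that of Mdm2 2 with another partition. With order 1 for every gene the networks held 349, 273 and 266 edges. With the 24.5 h library of series 1 interpolated they held 553 for 1 h to 24.5 h and 558 for 1 h to 28.5 h. The cause was not tested.

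The average lag from G1/S transition to the checkpoint in the first interval was 2.12 with 10 folds, 2.3 on the log2 scale and 2 with another partition, and in the second 4.56 with another partition and 4.5 with the 24.5 h library interpolated. Under none of these did the average go up at each step, since the second was not between the others, though the third lay above the first in all of them. It went up at each step with lambda from cross-validation with 1 standard error (1.12, 2.78 and 3.5). The difference in F between true and false positive edges on the log2 scale was still past the threshold in the first interval, at 3.06 (permutation test, p = 0.0272). It became -1.68 in the second, opposite in sign (permutation test, p = 0.373), 2.18 in the third (permutation test, p = 0.0621) and 1.37 over all (permutation test, p = 0.0891).

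Of the changes of single genes from starved cells, 686 comparisons were the same, 22 stronger and 20 weaker. Of those of single edges, 297 were the same, 33 stronger and 84 weaker.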

Differences from the paper's values

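No test in this part was used to choose a setting, and the minimum means beyond 10 were chosen after seeing the values.

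The number of genes changed more than 2-fold was 13506 against the paper's 4248. None of the alternatives set before the data were examined closed the gap. With a minimum mean of 200, chosen after seeing the values, 5081 genes passed, which is within 1.5 times the paper's value.

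At 14.5 h the number of genes with a change point was 4 against the paper's 29, and at 28.5 h 1 against the paper's 14. None of the alternatives set before the data were examined closed either gap at these times. At 24.5 h itself the number was 15, where the paper gives 16. Counted within 0.5 h instead, the numbers near 14.5 h, 24.5 h and 28.5 h were 18, 30 and 20. On the log2(value + 1) scale they were 29, 33 and 19, and with hourly samples 9, 16 and 14. No setting gave all of the paper's counts together.

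The order of Dbf4 was 1 against the paper's 6. With lambda from cross-validation with 1 standard error, an alternative set before the data were examined, it was 6. With 10 folds, another partition or the log2 scale it was not.

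Some statements of the paper were not met by the values here. The paper takes an offset for Smc1a at a later sample than the 5 found, and an order for Cdk2 below the 7 found in every alternative that chose an order. For Cdkn2d the paper's first 8 components reach a share that 20 components were needed for here, and with M 10 the first 8 held 98.1%. The paper counts more transcription factors than the 23 that its lists name.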

Other observations

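The tests on white noise and on the components of Cdkn2d, the counts near 14.5 h and of the genes at 14 h, the edge tests at measured hours alone, and the setting aside of the 24 h and 25 h libraries, were chosen after the result had been seen, while the other tests concern patterns noticed in the data and were set down before they were run.

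The 24.5 h library of series 1 lay farther from its neighbours than the other libraries. Libraries of series 1 with fewer reads reached 0.227 at most, apart from the 24 h library, which has it as a neighbour and reached 0.262. Both lie below 0.411, which argues against depth, and the rank correlation with transcript length was -0.399, within the range of the others. Its nearest profile was that at 26 h, so a library taken from a distant time is not shown. The rank correlation with GC content was 0.844, beyond the other libraries once its neighbours were set aside. A GC bias in this library may be the cause. No biological explanation was tested.

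Many genes had a change point at 14 h. With the 24.5 h library interpolated the number fell to 0, while replacing any other library left at least 8, so the entry of this library into the test window may set the hour of this peak. Of the 12 genes, 6 then had a change point at 14.5 h or 15 h. Within 0.5 h of 14.5 h 12 genes of 18 were left, and the median over the hours with a change point was 12. Whether the library brings about these change points or only shifts their hour stays open. Taking out the GC trend left 6 genes of 12, exactly at the limit set for the test. At 24.5 h, interpolating the 35 h library left 10 genes and taking out the GC trend left 11 of 15, so neither accounts for the whole of it. Replacing the 26 h library left 7, so this count depends on single libraries. The index at 28 h is the first whose test window holds a sample of series 2. Ending series 1 2 h earlier left 0 genes at 28 h and raised the count at 26 h from 2 to 13. The peak at 28 h therefore depended on where the series were joined, and it cannot place a transition at that hour. Replacing the 33 h library alone also gave 13 genes at 26 h, with 13 left at 28 h. The count at 26 h therefore does not single out the join. A transition between phases stays open as an explanation of the 24.5 h count.

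The number of change points per gene had a median of 6, and white noise gave the same median, so most crossings may be those of noise. For Cdkn2d, the test set beforehand was the number of change points, which lay within the range of counting noise at a constant level, as that of Cdk1 did, so this number separates nothing. The share of the first 3 components, brought in afterwards, was reached by 1.1% of the drawn series, which argues against a constant level.

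Of the listed edges of the first interval 36.4% had a p under 0.05 in series 2, against 30.8% for other sources, but series 2 was sampled hourly after 3 h and the points between were interpolated, which leaves this comparison open. At measured hours alone, for lags of whole hours, it was 35.2% against 20.5%, so a dependence shared by both series may hold for some of these edges. The average lag over all edges rose by 0.74 samples and that of the module by 2.39. With 10 folds the 2 rises were 0.627 and 0.542 and on the log2 scale 0.548 and 0.45, so there the rise over all edges was the larger, while with cross-validation they were 0.962 and 2.38 and with another partition 0.837 and 1.79. The module's rise and a rise over the whole network cannot be told apart, since their order depends on the setting.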
